# Rod-shaped microglia represent a morphologically distinct subpopulation of disease-associated microglia

**DOI:** 10.1186/s12974-025-03504-5

**Published:** 2025-07-16

**Authors:** Yukio Matsuba, Kenichi Nagata, Yosuke Kadota, Naruhiko Sahara, Takaomi C. Saido, Shoko Hashimoto

**Keywords:** Rod-shaped microglia, Disease associated microglia (DAM), Oxidative stress, uPA signaling, GAP43

## Abstract

Microglia, resident immune cells of the central nervous system, play an essential role in responding to pathological conditions by adopting diverse activation states and morphologies. Recent single-cell RNA sequencing have revealed that microglial subtypes were heterogeneous based on their gene expression profiles. However, the mechanism on how morphological changes in microglia are correlated with their gene expression profiles remains unclear. The current study aimed to identify a distinct population of rod-shaped microglia, characterized by an elongated morphology, in glutamyl cysteine ligase (GCLC)-deficient mice, a model of glutathione deficiency-induced oxidative stress. In the process of brain atrophy accompanied by neuronal cell death, which was observed in GCLC-KO mice, the rod-shaped microglia emerged in early stages of neurodegeneration and subsequently decreased in number over time. C1q-mediated synaptic pruning has been implicated in microglial activation under pathological conditions. Thus, whether C1q contributes to the formation of rod-shaped microglia was investigated. Notably, the genetic deletion of C1q did not affect the number or distribution of rod-shaped microglia in GCLC-KO mice. These findings suggest that their formation occurs via a C1q-independent mechanism. According to morphological and molecular analyses, the gene expression profile of the rod-shaped microglia was similar to that of the disease-associated microglia (DAM). To investigate the mechanisms underlying their formation, single-nucleus RNA sequencing was performed on cortical tissues collected from GCLC-KO mice. DAM-like microglial clusters were consistently identified. Further, pathway enrichment analysis suggested the potential involvement of the urokinase-type plasminogen activator (uPA, encoded by *Plau*) signaling. Considering the role of uPA in extracellular matrix degradation and cell migration, it may contribute to the morphological changes in rod-shaped microglia. In addition, the phosphorylation of growth-associated protein 43 (GAP43), a modification linked to structural plasticity, increased in rod-shaped microglia. Based on these findings, uPA signaling and phosphorylated GAP43 may be involved in microglial elongation and alignment along neuronal fibers, which potentially facilitate their migration during early neurodegenerative responses. Taken together, the rod-shaped microglia are a previously unrecognized activated population that emerges early in neurodegeneration and may be involved in disease-related processes. Understanding their molecular regulation can provide insights into early microglial responses and potential therapeutic targets.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-025-03504-5.

## Introduction

Microglia are responsible for macrophage-like immune responses in the central nervous system. Upon activation, they engage in the phagocytosis of damaged cells, secrete cytokines and chemokines, and undergo dynamic transcriptional and morphological changes. Recent advancements in single-cell RNA sequencing (scRNA-seq) have significantly improved our understanding of microglial biology. Previous studies have revealed that microglia are a highly heterogeneous population with distinct subtypes based on their gene expression profiles [1, 2]. Microglial subpopulations dynamically change during development and disease progression and in response to environmental stimuli [3–5].

Several disease-associated microglial subtypes have been identified in Alzheimer’s disease (AD) mouse models. For example, in the 5XFAD model, two microglial clusters, stage 1 and stage 2 disease-associated microglia (DAM), have been found to be closely associated with the AD pathology [6, 7]. In the *App*^NL−G−F^ knock-in (KI) model, two additional subtypes, activated response microglia (ARM) and interferon response microglia (IRM), have been observed. In particular, ARM and DAM have similar features, and IRM is involved in the interferon signaling [8]. More recently, studies have identified white matter-associated microglia (WAM), which is linked to age-related white matter degeneration, and tau pathology-associated microglia [9, 10]. These findings emphasize the diversity of microglia in neurodegenerative diseases. However, the correlation between microglial morphology and gene expression is still significantly unexplored.

Microglia exhibit distinct morphological changes based on their activation state [11, 12]. Under physiological conditions, they present with small cell bodies with highly ramified processes, which allows for the surveillance of their microenvironment. Upon exposure to inflammatory stimuli or neuronal injury, they transform into an activated state with an enlarged soma and thick, retracted processes. Then, they engage in phagocytosis. In response to severe neurodegenerative conditions, microglia further adopt an amoeboid morphology, characterized by a circular shape with minimal processes, which facilitate enhanced phagocytic activity.

In addition to these well-characterized forms, rod-shaped microglia, a unique microglial morphology, have been described. Rod-shaped microglia, which were first identified during the brain autopsies of patients with syphilitic dementia in 1899 by Franz Nissl (reviewed by Taylor et al.) [13], have since been observed in various neuropathological conditions, including ischemia, dementia with Lewy bodies, and AD [14, 15]. In animal models, rod-shaped microglia have been found in traumatic brain injury models [16, 17], ischemic brain injury [18], and the retina after ocular hypertension [19]. In addition, in vitro studies have shown that they formed in oxygen–glucose deprivation-treated brain slices [20] and in primary microglia cultures after mechanical scratching [21]. The latter study indicated that compared with amoeboid microglia, rod-shaped microglia exhibit a high proliferative capacity and express reduced levels of pro-inflammatory M1 and anti-inflammatory M2 markers [21]. Despite these findings, the molecular identity of rod-shaped microglia in relation to the scRNA-seq-defined microglial subtypes remains unknown. Further, the factors correlated with their formation are still unclear.

Based on a recent report, the neuron-specific conditional knockout of the glutamyl-cysteine ligase catalytic subunit (GCLC) (GCLC^floxed^ X CaMKII-Cre: GCLC-KO) leads to brain atrophy and neuronal loss due to glutathione depletion [22]. Brain atrophy becomes prominent at approximately 4–5 months of age. However, severe neuroinflammation is already evident at 3 months. Notably, a detailed examination of microglial morphology in GCLC-KO mice revealed a diverse range of microglial types, including rod-shaped microglia. This finding indicates that oxidative stress may contribute to the formation of rod-shaped microglia. This study aimed to characterize rod-shaped microglia in GCLC-KO mice via histological analysis and single-nucleus RNA sequencing (snRNA-seq). Our findings can provide novel insights into the molecular identity and potential function of rod-shaped microglia, thereby bridging the gap between microglial morphology and transcriptomic heterogeneity.

## Materials and methods

### Animals

The GCLC^floxed^ mice used in the study were obtained from The European Mouse Mutant Archive. The international strain name for these mice is C57BL/6NTac-Gclctm1a(EUCOMM)Wtsi/WtsiCnbc. The CaMKII-Cre mice were generously provided by Shigeyoshi Itohara from the RIKEN Center for Brain Science. The GCLC^floxed^ mice crossed with CaMKII-Cre mice were referred to as GCLC-KO for convenience. GCLC protein levels were markedly reduced in the cortex of GCLC-KO mice, as confirmed by Western blotting (Supplemental Fig. 1A). C1qa-deleted mice were generated by CRISPR/Cas9-mediated genome editing. The mice were housed in a controlled environment maintained at 22 °C with a 12-h light/dark cycle. The bedding material was provided in individual cages. Food and water were available ad libitum. The personnel involved in handling wore appropriate personal protective equipment, including gloves and lab coats. The mice were gently handled and acclimated to human contact to decrease stress.

### Immunohistochemistry

Immunostaining was conducted using fixed frozen Sects. (20-μm thick) of various brain samples or vibratome Sects. (50- or 100-μm thick). For the frozen sections, antigen retrieval was performed by autoclaving at 121 °C for 5 min in 10mM sodium citrate buffer (pH 6.0) based on the antibody used to activate the antigen. Thereafter, endogenous peroxidase was inactivated by 0.3% hydrogen peroxide in methanol. To block nonspecific immunoreactivity, the sections were treated with the blocking solutions (0.2% Casein in phosphate buffered saline [PBS]). Primary antibodies (Supplemental Table 1), diluted in Tris-HCl and NaCl (TN) buffer (0.1 M Tris-HCl, 0.15 M NaCl, pH 7.5), were reacted overnight at 4 °C. The sections were then washed three times in Tris-HCl, NaCl, and Triton (TNT) buffer (TN buffer containing 0.05% TritoX-100) for 5 min. Then, the sections were treated with Alexa 488- or Alexa 555-conjugated anti-mouse/rabbit IgG (1:500 dilution, Molecular Probes, Eugene, OR). Finally, the sections were cover-slipped using ProLong Gold Antifade Mountant (Thermo Fisher Scientific, San Jose, CA, the USA). For the phosphorylation of growth-associated protein 43 (pGAP43) staining, signal amplification was performed using the TSA kit. Meanwhile, for C1q staining, antigen retrieval was performed using protease treatment. For the vibratome sections, after blocking with blocking solution (0.2% casein, 0.3% Triton X-100, and 3% goat serum diluted in PBS) for 2 h at room temperature, the primary antibody was reacted overnight at 4 °C. The sections were then washed with PBS and treated with secondary antibody (diluted in PBS containing 0.3% Triton X-100) for 2 h at room temperature. After washing with PBS, the sections were cover-slipped. The immunostained sections were scanned on the NanoZoomer NDP system (Hamamatsu Photonics, Shizuoka, Japan) with 20 × resolution, FLUOVIEW FV3000 (Evident, Tokyo, Japan), or TCS SP8 X (Leica, Wetzlar, Germany).

### In situ hybridization using RNAscope

The probes used for each gene in the RNAscope analysis were purchased from Advanced Cell Diagnostics (Advanced Cell Diagnostics, CA, the USA). Supplemental Table 2 shows the product numbers. The in situ hybridization by RNAscope was conducted based on the protocol requiring RNAscope 2.5 HD Assay-Red (Advanced Cell Diagnostics). After the in situ hybridization, immunostaining was conducted using the Iba1 antibody, as described in the Immunohistochemistry section.

### Morphological classification criteria

Microglial subtypes were classified based on Iba1 immunostaining using quantitative morphological criteria. First, rod-shaped microglia were defined as Iba1-positive structures with a total length exceeding 50 μm. Among the remaining Iba1-positive cells, those with a cell body area greater than 100 μm^2^ were classified as amoeboid microglia. Cells that did not meet these criteria and exhibited branched processes were classified as ramified microglia. These criteria were applied consistently across all images used for analysis.

For the graphs shown in Figs. 4 and 6, two types of quantification were performed: First, the yellow bars, representing the ratio of target RNA-positive area to Iba1-positive area, were calculated from confocal microscopy images obtained by Iba1 immunohistochemistry combined with RNAScope in situ hybridization. Rather than using entire image fields, quantification was performed at the level of individual Iba1-positive microglial structures. For each structure, the ratio of target RNA-positive area to Iba1-positive area was calculated. Morphology-enriched regions (rod-, amoeboid-, and ramified-rich areas) were manually identified—two rod-rich areas and one each for amoeboid and ramified per animal. The number of microglial structures analyzed per morphology per animal ranged from approximately 7 to 60, depending on the confocal field. Exact cell counts for each figure and condition are summarized in Supplemental Table S3. Image analysis was conducted using Hybrid Cell Count BZ-H3C software (Keyence, Osaka, Japan). Second, the orange bars, representing the ratio of target RNA-positive cells to Iba1-positive cells, were calculated using whole-section images acquired with a NanoZoomer scanner. Morphology-enriched areas were manually annotated (Supplemental Fig. 3A), and for each morphology, at least 40 Iba1-positive microglial structures were randomly selected and analyzed per animal. If fewer than 40 structures were available (e.g., in rod-rich areas), all observable ones were included. For Fig. 6, orange bar data were calculated using confocal images, and the same quantification procedure was applied as described above. As the orange bar data in Fig. 6 were derived from confocal images, the number of analyzable microglial structures was often below 40; in such cases, all observable structures were analyzed per animal. Comprehensive details regarding animal numbers, imaging methods, brain regions analyzed, cell counts, and image selection criteria are summarized in Supplemental Table S3.

### Tissue clearing using AbScale

The transparency processing of mouse brain tissues was conducted based on the method described by Hama et al. [23, 24] and the attached protocol of SCALEVIEW-S (Fujifilm, Tokyo, Japan). The reagents used for the AbScale were purchased from Fujifilm and kindly provided by Dr. Hama. The brain of a 3-month-old GCLC-KO mouse was extracted, and 1mm-thick coronal brain slices were prepared. The brain slices were incubated in ScaleS0 for 8 h, followed by ScaleA2 for 8 h, 8 M Urea for 8 h, and finally ScaleA2 for 12 h at 37 °C. After incubating in DeScale Solution for 6 h at 4 °C, the slices underwent primary antibody reaction (anti-Iba1 antibody, 1:500) at 37 °C for 90 h. Subsequently, they were treated with AbScale for 2 h at room temperature, followed by incubation with AbScale for 1 more hour at room temperature. Thereafter, secondary antibody reaction (Donkey anti-rabbit Alexa PLUS 488, 1:500) was conducted at 37 °C for 48 h, followed by incubation with AbScale for 2 h at room temperature and then incubation with AbScale for 1 more hour at room temperature. Finally, the slices were fixed in 4% PFA for 40 min, washed with PBS, and incubated in ScaleS4 at 37 °C for 8 h. The observation of stained transparent tissues was performed using the FV3000 inverted fluorescence microscope.

### Hematoxylin and eosin staining

Hematoxylin and eosin staining was performed as follows: After deparaffinization, the tissue sections were stained with Mayer’s hematoxylin solution (Wako, Tokyo, Japan) for 10 min, followed by staining with eosin alcohol solution (Wako) for 4 min. The sections were then dehydrated via an ethanol series, cleared, and cover-slipped using the NEW MX mounting medium (Matsunami Glass Ind., Ltd.).

### Western blot analysis

The frozen cortex was homogenized in a homogenize buffer (50 mM Tris-HCl, 150 mM NaCl [pH 7.5] containing 1% Triton X-100, and a protease inhibitor cocktail). The samples were subjected to ultracentrifugation at 20,000 x g for 15 min at 4 °C. The supernatants were collected and used for western blot analysis. Protein concentrations were determined using the BCA protein assay kit (Pierce, Rockford, IL, the USA). An equivalent amount of protein was mixed with a 4X sample buffer with 2-mercaptoethanol. The protein samples were separated via sodium dodecyl-sulfate-polyacrylamide gel electrophoresis and transferred to a PVDF membrane (Merck Millipore, Burlington, MA, the USA) via electrophoretic transfer. The membrane was treated with ECL™ prime blocking solutions (Cytiva, Tokyo, Japan) and reacted overnight at 4 °C with each antibody (Supplemental Table 1) diluted in blocking buffer. The membrane was then washed three times with Tris-buffered saline containing Tween 20 (TBS-T) for 10 min. Then, it was incubated with HRP-conjugated anti-rabbit or anti-mouse IgG (Cytiva) for 1 h. The immunoreactive bands on the membrane were visualized using ECL Select (Cytiva) and scanned with the LAS-4000mini LuminoImage analyzer (Fuji Film) or LuminoGraph I (Atto, Tokyo, Japan). The intensity of each band was quantified using Image Studio™ Software (LI-COR Biosciences, Lincoln, NE, the USA).

### Single nuclei RNA sequencing

The regions of the cerebral cortex from 3- and 6-month-old GCLC-KO mice with abundant rod-shaped microglia were utilized. The brain samples were homogenized in 2 mL of Nuclei EZ Lysis Buffer (Merck Millipore) and centrifuged at 500 × g for 5 min at 4 °C. After centrifugation, the pellet was resuspended in EZ Lysis Buffer and centrifuged again at 500 × g for 5 min at 4 °C. The supernatant was removed, and the pellet was resuspended in ice-cold PBS (containing 0.04% BSA and 40 U/mL RNase inhibitor). The nuclear suspension was stained with 4’,6-diamidino-2-phenylindole and passed through the FlowMi cell strainer. Cell sorting via fluorescence-activated cell sorting was performed to remove debris and obtain fractions containing only single nuclei. The libraries for scRNA-seq were prepared using the 10X Genomics Chromium Single-Cell 3’ Reagent kits (version 3, Pleasanton, CA, the USA) based on a standardized procedure. Then, the amplified cDNA was used to construct a barcoded 3′ library according to the manufacturer’s instructions. Paired-end sequencing was performed on Illumina NovaSeq 6000 (San Diego, CA, the USA). The library preparation was conducted by the Research Resource Division (RRD) of RIKEN Center for Brain Science. Sequencing was conducted by Azenta Life Sciences (Tokyo, Japan).

### Data analysis of snRNA-seq

Raw FASTQ files were processed to generate barcodes.tsv, features.tsv, and matrix.mtx files by AMELIEF Co., Ltd. (Tokyo, Japan), using Cell Ranger pipelines. Sequence data were analyzed using Seurat version 5.1.0 [25] implemented in R version 4.3.2. First, count matrices were imported into Seurat using the Read10X function, and Seurat objects were created for each sample with the CreateSeuratObject function. Quality control was performed by excluding nuclei with > 7,000 detected genes or mitochondrial gene content > 1%, resulting in a final dataset of 30,516 nuclei. 

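Applied to the deposited count matrices, which hold 30784 nuclei, these limits left out 267 nuclei with more than 7000 detected genes and 2 nuclei with a mitochondrial share above 1%. The remaining 30515 nuclei held 250925711 UMIs (unique molecular identifiers, each counted as 1 RNA molecule).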

Data normalization and variance stabilization were conducted using the SCTransform function, which also identified highly variable genes and applied data scaling. Dimensionality reduction was performed via principal component analysis with RunPCA, followed by clustering with FindNeighbors and FindClusters, with a resolution of 0.2. For visualization, Uniform Manifold Approximation and Projection (UMAP) was conducted based on the top 30 principal components using the RunUMAP function. Data from each sequence were integrated with the IntegrateLayers function. Additional clustering analyses of *Hexb* + microglia were then performed. Microglia clusters expressing other cell-type markers, such as *St18* (for oligodendrocytes) and *Rbfox3* (for neurons), were considered as doublets and eliminated from the subsequent analyses. 

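When the microglia-like nuclei were clustered again, a subcluster was left out where its CPM (UMIs scaled to the total UMIs of the nuclei) of St18, Rbfox3 or Mrc1 was more than 4 times the median over the subclusters and its microglial markers were below 75% of the highest subcluster's. The latter condition was set after the subclusters had been seen. A subcluster of 117 nuclei had 1947 CPM of St18, and another of 260 nuclei had 411 CPM of Rbfox3. Their median depths were 4053 and 11021 UMIs per nucleus, against 1701 UMIs in the largest subcluster. Across the libraries of the 3-month-old mice (3M-1 and 3M-2) and the 6-month-old mice (6M-1 and 6M-2), the St18-rich subcluster held 14, 14, 50 and 39 nuclei and the Rbfox3-rich subcluster 35, 94, 70 and 61 nuclei, in this order.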

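By the same rule, a subcluster of 32 nuclei with 3767 CPM of Mrc1 was left out, of which 9 came from 3M-1, 2 from 3M-2, 10 from 6M-1 and 11 from 6M-2. Its leading genes were F13a1, Cd163, Mrc1, Hsf3 and Ms4a4a.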

The *Mrc1* + macrophage cluster was also eliminated as non-microglia cluster. The marker genes for each subcluster of microglia were searched using the FindAllMarkers function (logfc.threshold = 1, min.pct = 0.05), with the default Wilcoxon rank-sum test. Pathway enrichment analysis was conducted using Enrichr (https://maayanlab.cloud/Enrichr/) with the Reactome 2024 pathway database. Significantly enriched biological pathways were determined based on the adjusted *p*-values and combined scores provided by Enrichr. Figure 5E shows the top pathways, and Supplemental Data 3 depicts the complete dataset.

### Re-analysis of public scRNA-seq datasets using Seurat

The public scRNA-seq datasets from 5XFAD (GSE140510) and *App*^NL−G−F^ KI mice (GSE127893) were reanalyzed according to a previous study [10]. FeaturePlot and VlnPlot were used to visualize *Plau* and DAM marker expression across conditions (WT, TREM2-KO, 5XFAD, TREM2-KO X 5XFAD, and various ages in *App*^NL−G−F^). Statistical comparisons of gene expression levels across genotypes (e.g., WT, 5XFAD, TREM2-KO, and TREM2-KO X 5XFAD) and across age groups (in *App*^NL−G−F^ mice) were performed using the Wilcoxon rank sum test. When multiple comparisons were conducted, Bonferroni correction was applied to adjust the *p*-values. The statistical results for selected genes are summarized in Supplemental Data 4.

### Generation of C1qa-deleted mice

The *C1qa*-deleted mice were generated using the CRISPR/Cas9 gene editing technology. The *C1qa* gene specific short guide RNA (sgRNA) was designed in silico using CHOPCHOP (https://chopchop.cbu.uib.no/), an online tool. Template oligo DNAs were designed to create two sgRNAs by annealing the sense and antisense strands of the sequences “CTGCCGAGCACCCAACGGGAAGG” and “GTAAGCGTTCTCTCCGGCTGGGG”. The sgRNA was transcribed using the MEGAshortscript T7 Transcription Kit (Thermo Fisher Scientific) with generated templates. Subsequently, the sgRNAs were purified with the MEGAClear Transcription Clean-Up Kit (Thermo Fisher Scientific). The Cas9 mRNA and sgRNA were injected into the GCLC-KO mouse zygotes using the micro-injection system. The zygotes were incubated at 37 °C in 5% CO2 until two-cell embryos had developed, which were then transferred to the recipient mice. The micro-injection and mouse breeding procedures were provided by the Support Unit for Animal Resource Development, RRD of RIKEN Center for Brain Science (CBS). Genomic DNA was extracted from the tails and brain tissues using the standard ethanol precipitation method. The DNA fragments for sequencing were obtained via polymerase chain reaction (PCR) using the following primers: forward primer 5′-CCTTGCGTGTAGAACATGGTAA-3′, reverse primer 5′-ATCGGAAGAGAACCTGGAAACA-3′. Genomic DNA was extracted with the KOD FX Neo DNA polymerase (Toyobo, Osaka, Japan). Sanger sequencing was performed using the forward primer and the PCR product with the BigDye Terminator v3.1 Cycle Sequencing kit (Thermo Fisher Scientific). As a result of genome editing, bases 83–164 of the coding sequence were deleted, resulting in the loss of the C1q protein expression.

### RNA isolation and quantitative real-time PCR

Total RNA was extracted from cortical tissue samples using RNAiso Plus (Takara, Shiga, Japan), according to the manufacturer’s instructions. Briefly, tissues were homogenized in 500 μL of the RNAiso Plus reagent, followed by the addition of 100 μL of chloroform. After thorough mixing and centrifugation, the aqueous phase was collected, and the total RNA was precipitated with isopropanol. The RNA pellet was washed and dissolved according to the standard protocol. Genomic DNA was removed, and reverse transcription was performed using the ReverTra Ace qPCR RT Kit (Toyobo, Osaka, Japan), according to the manufacturer’s instructions. Quantitative real-time PCR (qRT-PCR) was carried out using the QuantStudio 12 K Flex Real-Time PCR System (Thermo Fisher Scientific) with THUNDERBIRD™ SYBR® qPCR Mix (Toyobo). Each reaction contained 6 pmol of gene-specific primers and aliquots of synthesized cDNA. The PCR cycling conditions were as follows: 50 °C for 2 min, 95 °C for 1 min, followed by 40 cycles of 95 °C for 10 s and 60 °C for 30 s. All qRT-PCR assays were performed in technical duplicates. The relative mRNA expression levels were calculated using the standard curve method. The gene expression levels were normalized to the Gapdh expression as an internal control. The primer sequences used in this study were described in our previous report [22].

### Statistical analysis

All analyses were performed using the GraphPad Prism 10 software (San Diego, CA, the USA). The Student’s *t*-test was used to assess statistically significant differences.

## Results

### Rod-shaped microglia that emerged before neurodegeneration became prominent in oxidative stress-enhanced mice

To investigate the impact of oxidative stress on microglial morphology, brain slices immunostained with the Iba1 antibody were examined. Notably, the glutathione-deficient (GCLC-KO) mice, but not the wild-type mice, presented with the rod-shaped microglia with an elongated morphology (Fig. 1A, B and Supplemental Fig. 1B). The temporal dynamics of the rod-shaped microglia in GCLC-KO mice was initially analyzed. Their numbers peaked at 2–3 months in the cerebral cortex and at 5 months in the hippocampus and then gradually declined (Fig. 1A and B). This finding is contrast to that in severe neuroinflammation, with numbers peaking at 4–5 months in GCLC-KO mice [22], and amoeboid microglia, with numbers peaking at 5 months in the cortex and 5–8 months in the hippocampus (Supplemental Fig. 1C). Based on these details, the rod-shaped microglia emerge earlier than the amoeboid microglia. Spatially, amoeboid microglia were often observed in the cortical layers II/III, which are among the regions where neurodegeneration appeared most prominent. Meanwhile, rod-shaped microglia extended from layer V toward the outer cortical regions, with cells aligned in the same direction. In the hippocampus, both the amoeboid and rod-shaped microglia were concentrated in CA1, a region severely affected by neurodegeneration. The rod-shaped microglia in CA1 extended from the pyramidal cell layer toward the dentate gyrus.

**Fig. 1:**
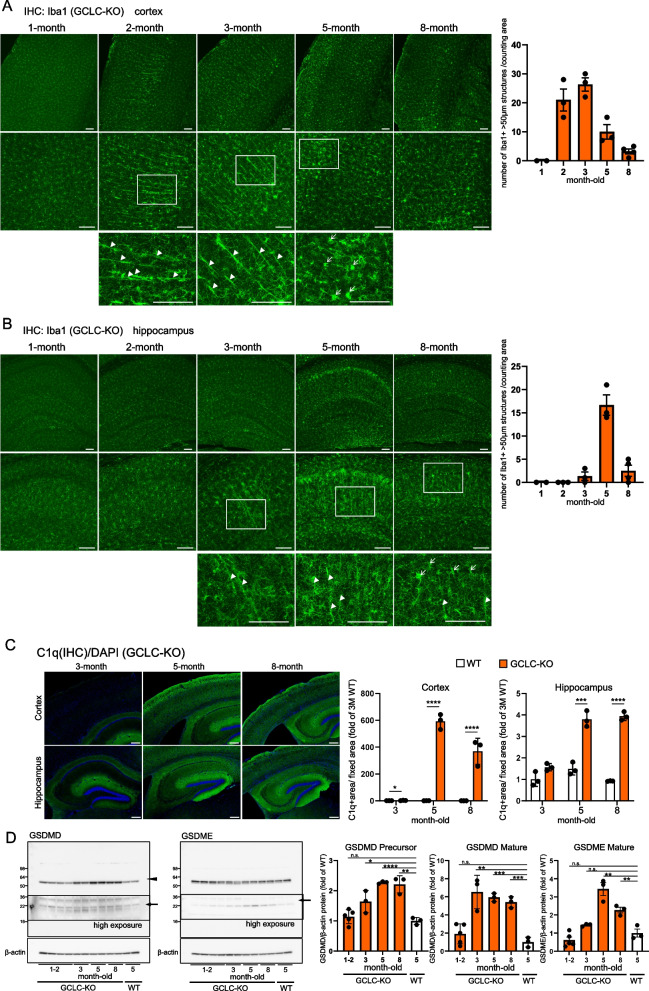
Rod-shaped microglia emerge prior to overt neurodegeneration. **A**, **B** Brain sections from 1- to 8-month-old GCLC-KO mice were immunostained with an anti-Iba1 antibody. **A** shows the cortical region, and **B** shows the hippocampal region. In both **A** and **B**, the top row presents wide-field images acquired using 10 × confocal microscopy. The second row shows higher-magnification (20 ×) images of selected time points (2, 3, and 5 months for cortex; 3, 5, and 8 months for hippocampus). The third row provides enlarged views of the areas outlined by rectangles in the second row. In the third-row images, rod-shaped microglia (length ≥ 50 μm) are marked with arrowheads, and amoeboid microglia (area ≥ 100 μm^2^) are marked with arrows. The graph presents the number of rod-shaped (Iba1-positive) structures ≥ 50 μm in length counted within the 10 × confocal image fields. Values from 2 to 8 months are expressed as mean ± SEM (*n* = 3 or 4 mice). Scale bar: 100 μm (applies to all images). **C** The brain sections from 3- to 8-month-old GCLC-KO mice were immunostained with the C1q antibody. The upper panels show the cortical region, and the lower panels depict the hippocampal region. The values shown in the graph are the fluorescence intensity of C1q in wild-type (WT) and GCLC-KO mice with the results expressed as the mean relative levels ± SEM (*n* = 3, n.s.: not significant). Supplemental Fig. 2A shows the immunostaining images of the wild-type mice. The scale bar represents 200 μm. *p < 0.05, *** *p* < 0.001, **** p < 0.0001. **D** Western blot analysis of the GSDMD and GSDME protein levels in the cortex of GCLC-KO mice at different ages. Representative blots of the GSDMD precursor, GSDMD mature, and GSDME mature are shown, with β-actin as the loading control. The quantification of protein levels was normalized to β-actin and expressed as fold change relative to wild-type controls. The data were presented as the mean ± SEM (*n* = 3 or 5, *p < 0.05, **p < 0.01, *** p < 0.001, **** p < 0.0001; n.s.: not significant)

The GCLC-KO mice exhibit significant brain atrophy and neuronal cell death starting at approximately 5 months of age [22]. Based on a previous report, C1q accumulation at the synapses, marking microglia-mediated synaptic phagocytosis, and gasdermin D/E (GSDMD, GSDME)-mediated pyroptosis contribute to neuronal death in GCLC-KO mice [22]. Gasdermins facilitate cytokine release and cell death via pore formation. Thus, the temporal association between rod-shaped microglia, C1q activation, and gasdermin-mediated pyroptosis was investigated (Fig. 1C and D). The rod-shaped microglia peaked at 2–3 months in the cortex. However, immunohistochemical analysis revealed that C1q activation peaked at 5 months and remained elevated until at least 8 months (Fig. 1C, Supplemental Fig. 2A). Similarly, western blot analysis showed that gasdermin activation occurred after the decline of the rod-shaped microglia (Fig. 1D). Therefore, rod-shaped microglia emerge prior to overt neurodegeneration, suggesting they may be part of an early microglial response to neuronal stress.

### Rod-shaped microglia formed elongated shapes by connecting multiple cells

To obtain a comprehensive understanding of the structural characteristics of rod-shaped microglia, staining on a 1mm-thick cleared brain tissues was conducted using the Iba1 antibody with the AbSca*l*e technique (Fig. 2A). Subsequently, three-dimensional images were acquired using a confocal microscope. Supplemental Data 1 presents a three-dimensional reconstruction of these rod-shaped microglia. Results revealed that the cell bodies of the microglia exhibit swelling and elongation in the rod-shaped microglia, accompanied by several neurites. In addition, in accordance with the findings of several researchers [19, 20], some cells were evidently interconnected, forming elongated structures (Fig. 2B).

**Fig. 2:**
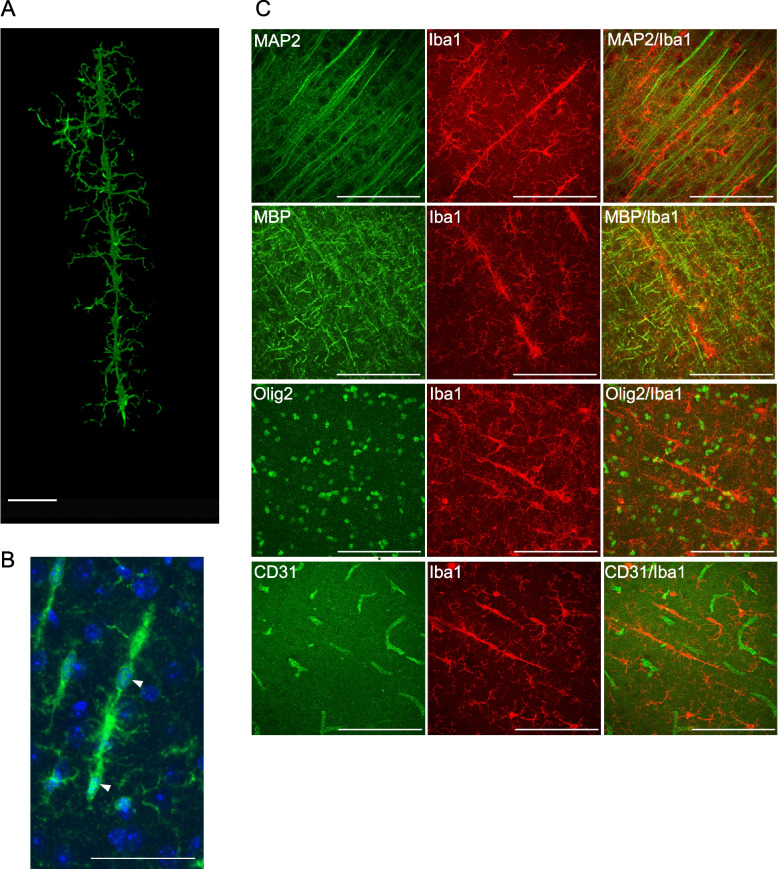
Rod-shaped microglia elongated the along nerve fibers. **A** After transparentizing 1mm thick slices using a Sca*l*e, immunostaining was conducted using the Iba1 antibody. Images were captured using a confocal microscope and reconstructed into three-dimensional images after Z-stack. The signals from the surrounding microglia were erased to focus solely on single rod-shaped microglia. The scale bar represents 50 μm. Supplemental Data 1 depicts the video file. **B** The brain sections from 3-month-old GCLC-KO mice were immunostained with the Iba1 antibody and stained with Hoechst. The scale bar represents 100 μm. **C** The brain sections from 3-month-old GCLC-KO mice were immunostained with the MAP2 (dendrite marker)/MBP (myelin marker)/Olig2 (oligodendrocyte marker)/CD31 (endothelial cell marker), and the Iba1 antibodies. The scale bar represents 100 μm

Further, the correlation between the rod-shaped microglia and surrounding structures was investigated. Results showed that the rod-shaped microglia extended along the dendrites stained with the MAP2 antibody and the myelin stained with the MBP antibody (Fig. 2C). This finding was also reported by Ziebell et al. [17]. Nevertheless, no positive correlation was observed between the rod-shaped microglia and other structures including oligodendrocytes, and endothelial cells (Fig. 2C). Based on these results, we hypothesized that rod-shaped microglia communicate with neuronal cells and other microglial cells via their neurites in the early stages of neurodegeneration.

### C1q deficiency did not affect the formation of rod-shaped microglia

The rod-shaped microglia exhibit an elongated morphology, and they are aligned along neuronal fibers, which suggest that they interact closely with neuronal structures. This raises the possibility that their formation is induced by signals originating from neurons undergoing stress or degeneration. As shown in Fig. 1C and Supplemental Fig. 2A, C1q expression was elevated in the cortex at least by 3 months of age in GCLC-KO mice compared with wild-type controls. It is possible that rod-shaped microglia respond to early neuronal signals. Although C1q expression appears to rise slightly after the initial emergence of rod-shaped microglia in the cortex, it may contribute to the formation or maintenance of this morphology under oxidative stress conditions. C1q plays a key role in synaptic pruning by tagging synapses for microglial phagocytosis. Under normal conditions, this process contributes to the refinement of neural circuits [26, 27]. However, under pathological conditions such as AD, excessive C1q deposition leads to aberrant synapse loss, which is associated with cognitive decline [27]. This indicates that dysregulated C1q-mediated synaptic pruning contributes to neurodegeneration by enhancing microglial synaptic engulfment beyond physiological levels.

Therefore, we hypothesized that C1q knockout may influence the morphological transition to rod-shaped microglia by suppressing abnormal synapse detection by the microglia. To test this notion, C1q knockout mice (C1q-KO) were generated and crossed with GCLC-KO mice to establish C1q-KO X GCLC-KO double-mutant mice (Fig. 3A, Supplemental Fig. 2C). To determine the contribution of C1q to the formation of the rod-shaped microglia, the C1q mRNA expression in the microglia with different morphologies was initially analyzed. The C1q expression levels among the ramified, amoeboid, and rod-shaped microglia were comparable (Supplemental Fig. 2B). Next, whether genetic deletion of C1q affected the formation of rod-shaped microglia was examined. The number and distribution of rod-shaped microglia in C1q-KO X GCLC-KO double-mutant mice were similar to those in GCLC-KO mice (Fig. 3B). Of note, both brain volume (Supplemental Fig. 2D) and the expression of DAM and other microglial activation markers (Supplemental Fig. 2E) were comparable between GCLC-KO and C1q-KO X GCLC-KO mice, even though these markers were significantly altered in GCLC-KO mice compared with wild-type controls based on a previous study [22]. Taken together, these results indicate that the formation of rod-shaped microglia is not dependent on C1q-mediated synaptic tagging or complement activation. Rather, rod-shaped microglia are likely to be induced by alternative pathways, independent of the complement cascade.

**Fig. 3:**
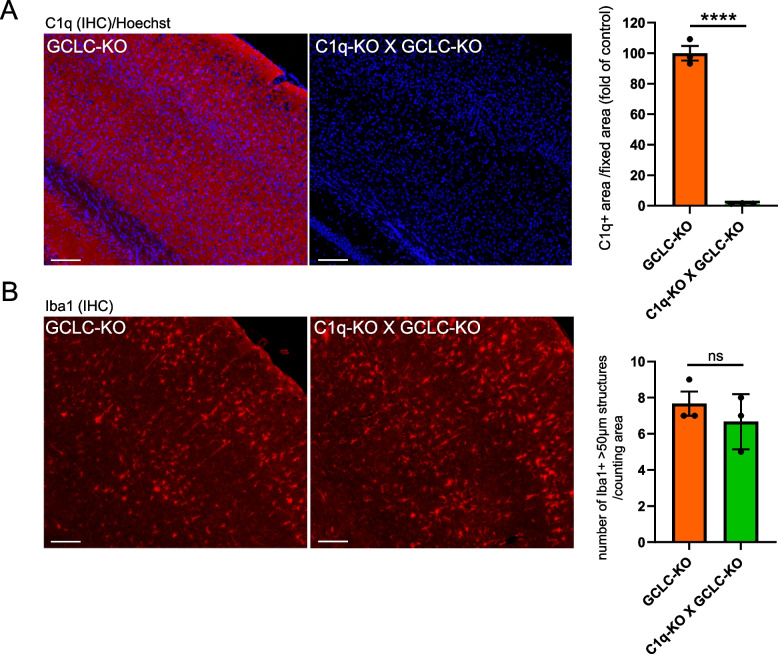
C1q deficiency did not affect the formation of rod-shaped microglia. **A** Immunohistochemistry for C1q in the brain sections of GCLC-KO and C1q-KO X GCLC-KO mice. The cortical region is shown. The graph on the right represents the quantification of C1q immunoreactivity (expressed as fold change relative to GCLC-KO). Data were presented as the mean ± standard error of the mean (*n* = 3). ****p < 0.0001. The scale bar represents 100 μm. **B** Immunohistochemistry for Iba1 in the brain sections of GCLC-KO and C1q-KO X GCLC-KO mice showing rod-shaped microglia. The graph on the right depicts the number of rod-shaped microglia per defined area in both genotypes. Data were expressed as the mean ± standard error of the mean (*n* = 3). n.s., not significant. The scale bar represents 100 μm

### Rod-shaped microglia predominantly expressed DAM markers

The formation of rod-shaped microglia appears to be independent of C1q-mediated synapse tagging. Thus, the gene expression profile of rod-shaped microglia observed in GCLC-KO mice was analyzed next. Several microglial subpopulations have been identified and reported via scRNA-seq analyses utilizing various mouse models. For example, in the 5XFAD AD mouse model, two distinct clusters of DAM have been characterized: stage 1 and stage 2 DAM clusters, which are closely associated with neurodegenerative conditions [7]. According to previous studies, the formation of stage 2 DAM is driven by signal transduction via Trem2 [6, 7]. Moreover, in the *App*^NL−G−F^ KI mouse model, two distinct microglial subpopulations have been identified. The first is the ARM, which exhibits characteristics reminiscent of DAM, and the second is the IRM, which plays an essential role in the interferon response [8]. These findings emphasize the diversity of microglial subpopulations and their specific roles, thereby shedding light on the complex and dynamic nature of microglial responses.

To investigate the characteristics of rod-shaped microglia, the expression patterns of previously reported microglial cluster marker genes in GCLC-KO mice were examined. This was accomplished by double staining, involving immunohistochemistry for Iba1 and RNAscope for marker genes. The rod-shaped and amoeboid microglia in the cerebral cortex region of GCLC-KO mice and the ramified microglia in the midbrain region of the same brain sections were examined. This is because microglial activation is minimal in the midbrain and most microglia remain in a ramified state (Supplemental Fig. 3A). As DAM markers, the expression patterns of *Cst7*, *Itgax*, *Trem2*, and *Hif1a* in rod-shaped, amoeboid, and ramified microglia were investigated (Fig. 4A–D, Supplemental Fig. 3B, C). Using the area and the ratio of length to width of each cell, the cell morphology was classified into ramified, amoeboid, and rod, and the expression levels of markers for each morphology was quantified. Further, the RNAscope signals were quantified in two ways: (1) the relative expression level per microglia, represented by the ratio of the RNAscope-positive area to the Iba1-positive area (each upper graph), and (2) the proportion of microglia expressing the target gene, represented by the ratio of RNAscope-positive cells to Iba1-positive cells (each lower graph). *Trem2* is expressed in most microglia, including those in wild-type mice. However, its expression levels are believed to be stronger in amoeboid and rod-shaped microglia (Fig. 4A). For *Hif1a*, the number of positive cells significantly increased in rod-shaped microglia (Fig. 4B). As for *Cst7* and *Itgax*, which are prominently expressed in stage 2 DAM, they were mostly negative in the ramified microglia. However, in the rod-shaped microglia—similar to the amoeboid microglia—the number of positive cells was significantly higher (Fig. 4C and D). Further, *Ifit3*, an IRM marker, was expressed in a portion of the amoeboid microglia but not in the rod-shaped microglia (Fig. 4F). The levels of *P2ry12*, which is a marker of homeostatic microglia, decrease in DAM. Indeed, in GCLC-KO mice, a reduction in *P2ry12* levels was observed in some amoeboid microglia, both at the mRNA and protein levels (Fig. 4F and Supplemental Fig. 3C). The rod-shaped microglia also exhibited reduced *P2ry12* levels (Fig. 4F). At the protein level, both the P2ry12-positive and P2ry12-negative cells were observed (Supplemental Fig. 3D). Based on these results, rod-shaped microglia predominantly express DAM-associated genes. These results suggest that rod-shaped microglia share DAM-associated gene expression features and exhibit reduced P2ry12 expression, similar to amoeboid microglia.

**Fig. 4:**
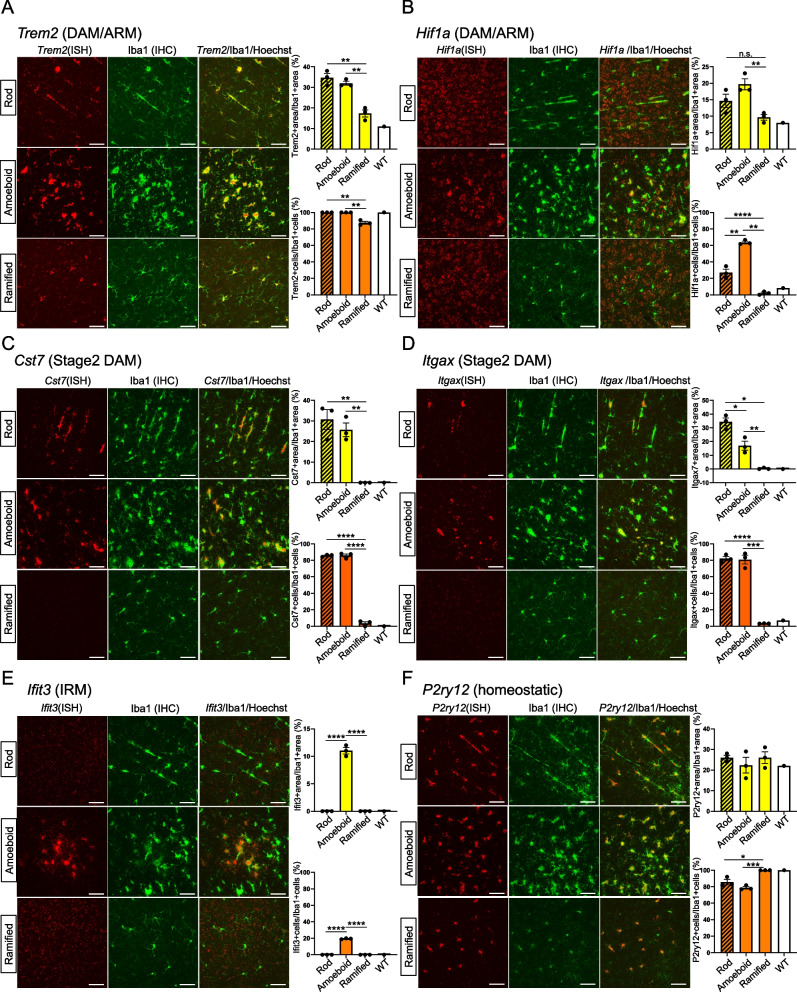
Rod-shaped microglia expressed DAM markers. **A**–**E** The brain sections from 3-month-old GCLC-KO mice were subjected to dual staining using in situ hybridization with RNAscope and immunostaining with the Iba1 antibody. Each panel depicts the regions with abundant rod, amoeboid, and ramified microglia (Supplemental Fig. 3A). The scale bar represents 50 μm. The upper graph represents the ratio of the RNAscope-positive area to the Iba1-positive area. Meanwhile, the lower graph indicates the ratio of RNAscope-positive cells to Iba1-positive cells. Data for rod-, amoeboid-, and ramified-type microglia in GCLC-KO mice are presented as mean ± standard error of the mean, based on three biological replicates (*n* = 3 mice). The reference values for microglia in wild-type mice (white bar) were also provided. Supplemental Fig. 3B presents the staining images of wild-type mice. *p < 0.05, **p < 0.01, *** p < 0.001, **** p < 0.0001

### snRNA-seq revealed *Plau* enrichment in DAM-like rod-shaped microglia

Considering that rod-shaped microglia express DAM markers, the molecular mechanisms underlying their unique morphology and potential functional roles were investigated. To this end, snRNA-seq was performed using cortical tissues collected from 3- and 6-month-old GCLC-KO mice. 

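Libraries from 4 GCLC-KO mice were analysed, 2 mice at 3 months (3M-1 and 3M-2) and 2 at 6 months (6M-1 and 6M-2), with 1 library per mouse and no wild-type library. The assay tags the 3′ ends of RNA from single nuclei, and the authors' Cell Ranger run (version 7.0.0) counted UMIs per gene in each nucleus. The deposited matrices are raw counts without normalization, and the filter on detected genes and mitochondrial share had not been applied to them. They hold 64857084 UMIs in 3M-1, 64299223 in 3M-2, 71255054 in 6M-1 and 63429297 in 6M-2. The authors then normalized, integrated and clustered the nuclei with Seurat. The same steps were run here with Seurat 5.3.0: SCTransform of each library, 30 principal components, integration of the libraries by canonical correlation and clustering at a resolution of 0.2. The paper's text names neither the integration method nor the resolution used for the microglia. To keep the test of a gene apart from the grouping of the nuclei, 21 genes that the paper shows or names as markers were left out of the clustering. Nuclei are not replicates, so UMIs were summed per mouse and class, and the sums were compared across mice with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Gclc (ENSMUSG00000032350), the gene targeted in neurons by CaMKII-Cre, lies on chromosome 9 of GRCm38 from 77754535 to 77794485, as matched by identifier to the GENCODE M21 annotation; the authors' build is not stated. Its CPM in excitatory neuron-like nuclei was 42.7 in 3M-1, 33.5 in 3M-2, 34.9 in 6M-1 and 36.6 in 6M-2. In inhibitory neuron-like nuclei it was 46.9, 41.2, 36.1 and 45, in the same order. The log2 fold change between these types was −0.03 (standard error 0.0569, adjusted p = 0.665), and it lay on the other side of 0 without 3M-2, without 6M-2 and without a filter on low counts. With no wild-type library, the loss of Gclc was not measurable here.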

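The share of microglia with at least 1 UMI of Hif1a, Itgax, Cst7, Plau or Plaur was counted without any subclustering, after each nucleus had been thinned to 1000 UMIs. At 3 months it was 23.0% (98 of 426 nuclei, 95% Wilson interval 19.3% to 27.2%) in 3M-1 and 18.1% (50 of 277 nuclei, 14.0% to 23.0%) in 3M-2. At 6 months it was 23.7% (156 of 659 nuclei) in 6M-1 and 23.6% (129 of 546 nuclei) in 6M-2. The difference between the ages was 3.12 percentage points (exact two-sided permutation test over 4 mice, p = 0.333, the smallest p that 2 mice against 2 allow). It was 8.98 points without thinning, where the shares were 34.9%, 20.9%, 36.7% and 37.1%, and 0.645 points without 3M-2. Thinning left out 29, 91, 33 and 9 shallower microglia in 3M-1, 3M-2, 6M-1 and 6M-2. The median depth of those kept was 2278.5, 1615, 1726 and 2023 UMIs. Oligodendrocyte-like nuclei, taken as background, had shares of 4.65%, 5.89%, 2.57% and 4.47% at median depths of 2876, 1854, 1997 and 2311.5 UMIs. Most of the background came from Hif1a, which was found in 14.6%, 12.3%, 12.6% and 13.7% of the thinned microglia. Itgax was found in 1.17% and 1.44% of them at 3 months and in 3.79% and 2.56% at 6 months.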

At 3 months, rod-shaped microglia were abundant, but DAM marker–positive microglia were relatively rare, making it difficult to define transcriptomic clusters based on this time point alone. In contrast, 6-month-old samples contained a larger population of amoeboid, DAM-like microglia, allowing for more robust clustering. 

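Nuclei were called DAM-like where they fell in the subcluster of microglia with DAM markers among its leading genes. Their share of the microglia was 25.5% (95% Wilson interval 21.7% to 29.7%) in 3M-1 and 21.7% (17.8% to 26.2%) in 3M-2. It was 33.1% (29.7% to 36.7%) in 6M-1 and 25.0% (21.6% to 28.8%) in 6M-2. The intervals cover counting error only. The share is not the size of the population. By number, DAM-like nuclei were 116 in 3M-1, 80 in 3M-2, 229 in 6M-1 and 139 in 6M-2, more in both 6-month libraries. The mean difference was 5.45 percentage points (exact two-sided permutation test, p = 0.667). With so few mice the smallest p possible is 0.333, so this test cannot decide whether the share differed between the ages. The share in 6M-2 lay between those of the 3-month libraries. This overlap depended on the clustering: both 6-month libraries lay above both 3-month libraries without integration (31.3% and 31.1% against 28.6% and 21.7%) and at a subclustering resolution of 0.4 (34.1% and 26.1% against 25.9% and 22.6%). Without 6M-1 the difference was 1.43 points, and without 6M-2 it was 9.48 points. Among the alternatives that changed the clustering, the difference moved most with log normalization in place of SCTransform and no integration, a setting added after the data had been seen, to 25.8 points. It was −1.10 points with a subcluster led by T-cell genes left out, which was also added later and lowered the shares to 11.6%, 9.73%, 11.0% and 8.14% in 3M-1, 3M-2, 6M-1 and 6M-2.

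**Figure D1:**
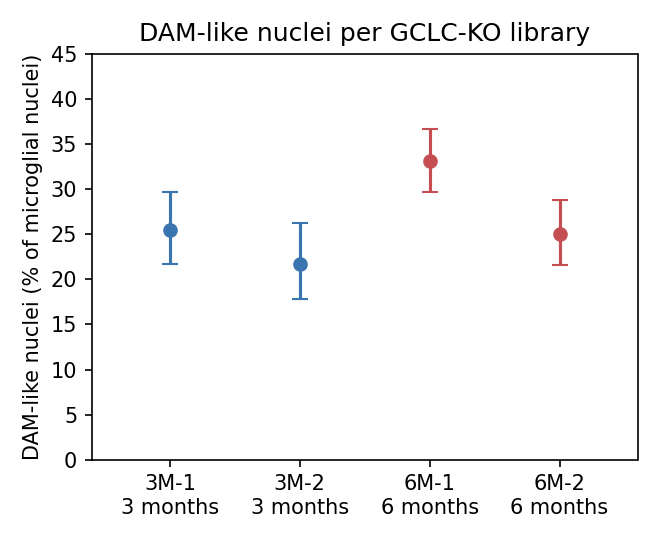
Share of DAM-like nuclei among the microglia of each library, in percent, with 95% Wilson intervals as error bars. The share was 25.5% and 21.7% at 3 months and 33.1% and 25.0% at 6 months.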

We therefore integrated the two datasets, used the 6-month data to define DAM-like clusters, and subsequently examined gene expression in 3-month-derived cells within those clusters to identify factors enriched during the rod-shaped stage. Single nuclei were isolated from the cortical region, where rod-shaped microglia are more frequently observed (Fig. 5A). Library preparation and sequencing were conducted using the Chromium platform (10X Genomics). Quality control was performed to ensure high-quality data for clustering and downstream analyses (Supplemental Fig. 4A). 

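After the filter, 6802 nuclei remained in 3M-1, 8750 in 3M-2, 8111 in 6M-1 and 6852 in 6M-2. Their median depth was 8140, 5994, 7035 and 7592 UMIs, with 3189, 2669.5, 2962 and 3086.5 detected genes. The shallowest nuclei of the libraries had 500 or 501 UMIs, so the barcodes had already been selected for depth when the matrices were made. Scrublet, which scores each nucleus against simulated doublets, called 264, 657, 712 and 592 nuclei doublets, or 7.29% of all nuclei. These nuclei were kept and left out only in an alternative, since the methods name no doublet caller.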

UMAP visualization revealed distinct clusters of all cell-derived nuclei (Fig. 5B). 

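Clustering of the 4 libraries together gave 19 clusters. The largest, cluster 0 with 4475 nuclei, was oligodendrocyte-like and was led by Prr5l, Sec14l5, Aspa and Mog. Excitatory neuron-like nuclei formed 10 clusters of 349 to 3391 nuclei, and inhibitory neuron-like nuclei formed clusters 4 and 8 with 2636 and 1475 nuclei. Cluster 3, counted as excitatory, had more markers of another class than of its own among its 10 leading genes. Clusters of 1013 OPC-like nuclei and 392 astrocyte-like nuclei were also found. Clusters 9 (1249 nuclei, led by Gm45680, Baiap3, B020031H02Rik and Penk) and 11 (742 nuclei, led by Gabra6) stayed unnamed.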

Cell type annotation was conducted based on the expression of canonical marker genes, and cluster 5 was identified as the microglial population due to its high expression of *Hexb* (Supplemental Fig. 4B).

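The clustering here also numbered its main microglia-like cluster 5. It held 2420 nuclei and was named from Arhgap45, Inpp5d, Dock8, Ly86, Siglech and Fyb. A cluster of 116 nuclei, cluster 18, was led by Apobec1, Lilrb4a and Cd84 and was also microglia-like.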

**Fig. 5:**
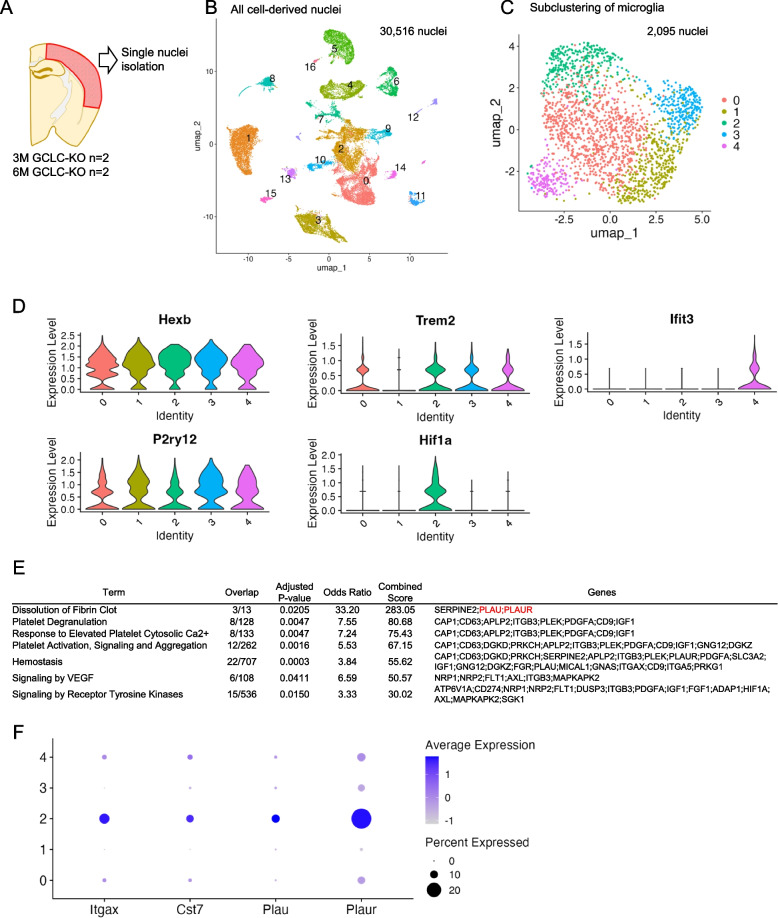
Gene expression profiling of microglia in GCLC-KO mice. **A** The tissue from the cortical regions with a high abundance of rod-shaped microglia (indicated in red) was dissected, and single nuclei were isolated. **B** The dataset included samples from 3-month-old (*n* = 2) and 6-month-old (*n* = 2) GCLC-KO mice, which were integrated for analysis. The uniform manifold approximation and projection (UMAP) plot represents the clustering of nuclei based on transcriptomic profiles, thereby emphasizing distinct cell populations present in these regions. **C** The microglia clusters were extracted from the integrated snRNA-seq dataset and further subjected to subclustering analysis. The resulting subclusters were visualized using UMAP. The dataset included samples from 3-month-old (*n* = 2) and 6-month-old (*n* = 2) GCLC-KO mice, representing transcriptomic heterogeneity within the microglial population. **D** The violin plot showing the log2 expression of microglia markers in microglial subclusters extracted from the snRNA-seq dataset. **E** A pathway enrichment analysis of genes that were specifically expressed in microglial subcluster 2 and detected in 3-month-old GCLC-KO mice was performed. The analysis was conducted using Enrichr (https://maayanlab.cloud/Enrichr/), utilizing the Reactome Pathways 2024 database. The terms represented enriched pathways. The overlap shows the ratio of input genes included in each pathway. The adjusted *P*-values indicated statistically significant difference after correction for multiple testing. The odds ratios reflect the strength of the association between the input genes and each pathway. The combined scores integrate the *P*-value and z-score to rank pathway enrichment. Supplemental Data 3 shows the complete list of pathways. **F** Dot plot showing the expression levels of the *Plau*, *Plaur*, and DAM markers across the microglial subclusters derived from GCLC-KO mice. Each dot represents the average expression of a gene in a given cluster, with dot size indicating the percentage of expressing cells and color intensity reflecting average expression levels

Subclustering of cluster 5 (microglia) was performed. 

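The 2 microglia-like clusters were taken together and clustered again in 2 rounds, with the doublet-like and Mrc1-rich subclusters removed after the first. A resolution of 0.2 did not part DAM-like from IRM-like nuclei, so it was raised to 0.3, at which both subclusters were found. Of the 2070 microglia named there, 564 were DAM-like, 128 IRM-like and 1378 neither. The DAM-like subcluster carried 8 of the DAM markers fixed beforehand among its leading genes, which began with Lpl, Lilrb4a, Fam20c, Ccl3 and Igf1. The IRM-like subcluster carried 13 interferon-response markers, beginning with Ifit3b, Ifit1 and Rsad2. Both marker lists include genes of the paper's own heatmap of these libraries, for DAM Myo1e, Lilrb4a, Fam20c, Ccl4 and Csf1. The names are therefore not independent of the study. A subcluster of 57 nuclei led by Gm2682, Grap2, Ikzf3 and Skap1 stayed unnamed and was left out of the microglia. The sums tested hold 292300, 148956, 458033 and 319117 UMIs for DAM-like nuclei of 3M-1, 3M-2, 6M-1 and 6M-2, and 720632, 414347, 803636 and 835502 UMIs for all other microglia.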

Figure 5C shows the resulting UMAP projection, and Supplemental Fig. 5A depicts the UMAP plots for individual samples. To further characterize each microglial subcluster, the expression of microglial marker genes in violin plots was examined (Fig. 5D). 

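The marker genes were compared between DAM-like microglia and all other microglia of the same mouse. Itgax (ENSMUSG00000030789, chromosome 7, 128129547 to 128150657, GRCm38) had 75.3, 47.0, 83.0 and 78.3 CPM in DAM-like microglia of 3M-1, 3M-2, 6M-1 and 6M-2. In other microglia it had 1.39, 0, 18.7 and 19.2 CPM, from 1 and 0 UMIs at 3 months. Its log2 fold change was 2.68 (standard error 0.337, adjusted p = 1.97e-08 from edgeR's quasi-likelihood test). Cst7 (ENSMUSG00000068129) had too few UMIs for the fit. Its CPM in DAM-like microglia exceeded that in other microglia in 4 of 4 mice, by a mean of 1.57 on the log2 scale. Trem2 (ENSMUSG00000023992) differed little, with 240 ± 34.2 (SD, n = 4 mice) against 188 ± 16.8 CPM and a log2 fold change of 0.32 (adjusted p = 0.0947). P2ry12 (ENSMUSG00000036353), a homeostatic marker, was lower in DAM-like microglia, with 427 ± 57.1 against 722 ± 97.5 CPM and a log2 fold change of −0.79 (adjusted p = 2.52e-08). With no subcluster left out as doublets, Trem2 passed the threshold (log2 fold change 0.93) and P2ry12 no longer did (−0.03). Gap43 (ENSMUSG00000047261) did not differ detectably, with 25.1 ± 10.1 against 32.3 ± 7.86 CPM (log2 fold change −0.27, adjusted p = 0.709). It also passed with no subcluster left out (log2 fold change −1.49), in classes that include the nuclei rich in Rbfox3 and St18.

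**Figure D2:**
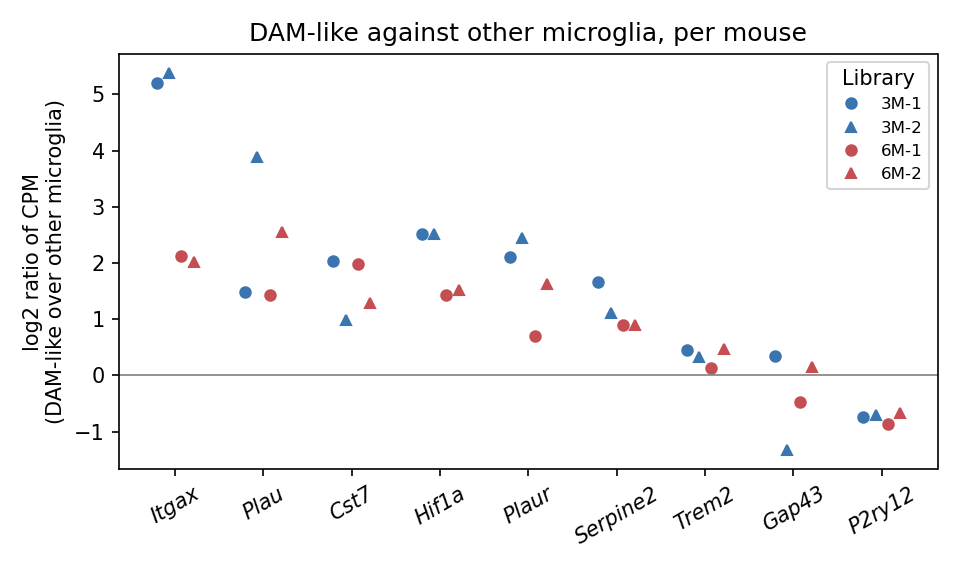
Log2 ratio of CPM in DAM-like over other microglia of the same mouse, for 9 marker genes left out of the clustering; circles stand for replicate 1, triangles for replicate 2 of each age. P2ry12 lies below 0 and Itgax, Cst7, Plau, Hif1a, Plaur, Serpine2 and Trem2 above 0 in all 4 mice, while Gap43 lies on both sides.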

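Hif1a (ENSMUSG00000021109) lies on the forward strand of chromosome 12 of GRCm38 from 73901375 to 73947530, inside the antisense gene Gm15283, so its counts are uncertain where the counting did not use strand. In DAM-like microglia its level was 417 CPM in 3M-1, 363 in 3M-2, 258 in 6M-1 and 307 in 6M-2. In other microglia of the same mice it was 72.2, 62.7, 95.8 and 107 CPM. The means were 336 ± 69.1 and 84.3 ± 20.3 CPM (SD, n = 4 mice), a log2 fold change of 1.88 (standard error 0.149, adjusted p = 1.99e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 7629 genes). The alternatives gave 1.67 to 2.09, and both of these extremes came from leaving out a mouse. Gm15283 was not among the genes left out of the clustering. Its log2 ratios of DAM-like over other microglia were 2.51, 2.47, 1.29 and 1.51 in 3M-1, 3M-2, 6M-1 and 6M-2. Those of Hif1a were 2.52, 2.52, 1.42 and 1.53. The test of Hif1a may thus not be fully apart from the grouping. In 3-month classes found on a set of genes that held neither, its log2 fold change was 2.35.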

Subcluster 2 exhibited an elevated expression of *Hif1a*, a DAM-associated marker, thereby indicating a DAM-like phenotype. In contrast, subcluster 4 showed a high expression of *Ifit3*, which suggested that this cluster corresponds to the IRM. 

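Ifit3 (ENSMUSG00000074896, chromosome 19, 34583531 to 34588731, GRCm38) had 472, 169, 202 and 240 CPM in the IRM-like microglia of 3M-1, 3M-2, 6M-1 and 6M-2. These sums hold 19, 8, 18 and 15 UMIs of the gene. In microglia that were not IRM-like its level was 8.22, 13.6, 17.1 and 3.66 CPM. The log2 fold change was 4.61 (standard error 0.409, adjusted p = 1.06e-16 from edgeR's quasi-likelihood test). The alternative that moved it most was leaving out a mouse, with values from 4.21 to 5.21. Other genes higher in IRM-like microglia in all mice included Oasl2, A930037H05Rik, Parp14, Cxcl10 and Gm4951, and lower ones Ltc4s, Csmd3, P3h2, Ivns1abp and Itga9. These genes took part in the clustering that defined the class.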

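Microglia that were neither DAM-like nor IRM-like numbered 321 in 3M-1, 259 in 3M-2, 412 in 6M-1 and 386 in 6M-2. At resolutions from 0.2 to 1 the integrated microglia split into 3 to 8 subclusters. The highest share that 1 library took of any subcluster of at least 50 nuclei was 42.7%, by 6M-1. Without integration it was 40.3%. With log normalization and no integration, added after these values had been seen, it reached 52.6%.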

There were some variations in the abundance of homeostatic microglial clusters between samples. However, a DAM-like subcluster (subcluster 2) was consistently present across all samples. 

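The DAM-like subcluster held 116 nuclei in 3M-1, 80 in 3M-2, 229 in 6M-1 and 139 in 6M-2, at a median depth of 2010 UMIs per nucleus. IRM-like nuclei were also found in each library, with shares of 3.96% (95% Wilson interval 2.52% to 6.17%), 7.88% (5.54% to 11.1%), 7.37% (5.65% to 9.56%) and 5.41% (3.81% to 7.61%) of the microglia.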

Supplemental Fig. 5B depicts a heatmap of the characteristic genes for each microglial subcluster. The rod-shaped microglia expressed DAM markers (Fig. 4), which indicated that they share transcriptional characteristics with the DAM-like Subcluster 2, rather than forming a distinct microglial cluster. Given that rod-shaped microglia were most frequently observed at 3 months of age and they exhibited a DAM-like gene expression pattern, we focused on identifying genes specifically expressed in DAM in 3-month-old GCLC-KO mice. According to these data, we extracted genes that were strongly expressed both in the overall DAM-like subcluster 2 and the samples collected from the 3-month-old GCLC-KO mice. 

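Over the 4 mice, 1001 of 7629 genes tested differed between DAM-like and other microglia with an adjusted p under 0.05 in edgeR's quasi-likelihood test, 523 higher and 478 lower in DAM-like microglia. Most of these genes also took part in the clustering, so the count describes the grouping and is no separate evidence for it. The genes with the smallest adjusted p were Lilrb4a, Myo1e, Fgf13, Igf1 and Apbb2 among the higher and 8030442B05Rik, Gm10790, Selplg, Bank1 and Siglech among the lower. The count moved most with no subcluster left out, to 3140 genes, and was 457 with DESeq2. It lay between 705 and 853 without 1 of the mice. Whether a gene's DAM-like difference depended on age was tested as an interaction, and 9 of 8697 genes passed the threshold (567 at an unadjusted p under 0.05). For 8 of them the log2 ratio of DAM-like over other microglia was lower at 6 months. With DESeq2, or with the mice unpaired, no gene passed.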

Supplemental Data 2 shows these genes.

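The list holds 344 genes, all of which are in the deposited matrices. To test it on classes that the tested genes had not defined, the genes were split at random into 2 sets, and each set was tested in the 3-month mice on DAM-like nuclei found by clustering on the other set. These held-out classes had 530 and 480 nuclei, of which 450 and 417 were among the 564 DAM-like nuclei. Of the 275 listed genes with enough UMIs, 202 were higher in DAM-like microglia at an adjusted p under 0.05 in edgeR's quasi-likelihood test over 6813 genes, and 0 were lower. With p-values adjusted over the list alone, 230 were higher. The study chose the list on these mice, so neither count is independent evidence. The median log2 fold change was 1.34 for the listed genes and −0.02 for the other genes tested. All 275 lay above 0, and 270 and 273 did so in 3M-2 and 3M-1 taken alone. The list also holds 6 of the 9 genes whose DAM-like difference depended on age. DESeq2 called 58 listed genes, and 125 were called with the mice unpaired.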

To explore the biological pathways associated with these genes, a pathway enrichment analysis was performed using Enrichr (https://maayanlab.cloud/Enrichr/) with the Reactome 2024 database. Figure 5E shows the pathways with an adjusted *p*-value of < 0.05, and Supplemental Data 3 depicts the full list of enriched pathways. Based on the result of the pathway enrichment analysis, the dissolution of fibrin clot pathway was identified as the most significantly enriched pathway in the DAM-like subcluster 2 of the 3-month-old GCLC-KO mice. This pathway plays an essential role in extracellular matrix (ECM) remodeling by mediating the degradation of fibrin, a key component of the ECM. 

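The paper's own table lists 620 terms, of which 7 have an adjusted p under 0.05. In it, dissolution of fibrin clot has 3 of 13 genes in the list and the highest odds ratio (33.2) and combined score (283), while its adjusted p (the paper's 0.0205) ranks 6. Hemostasis, with 22 of 707 genes, has the smallest adjusted p (the paper's 3.18e-04). The 3 genes are Plau, Plaur and Serpine2. Serpine2 (ENSMUSG00000026249, reverse strand of chromosome 1, 79794197 to 79861180, GRCm38) had 677, 282, 437 and 291 CPM in DAM-like microglia of 3M-1, 3M-2, 6M-1 and 6M-2. In the other microglia it had 214, 130, 235 and 157 CPM. Its log2 fold change was 1.13 (standard error 0.124, adjusted p = 4.49e-10 from edgeR's quasi-likelihood test).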

In the central nervous system, the ECM acts as a structural barrier that regulates microglial migration and morphological changes [28, 29]. Therefore, an effective ECM remodeling is essential for microglia to extend their processes and migrate along neuronal fibers. In particular, the formation of rod-shaped microglia is characterized by their alignment along neuronal fibers and the elongation of cellular processes, which are likely to be closely associated with ECM remodeling. Within the dissolution of fibrin clot pathway, urokinase-type plasminogen activator (uPA, encoded by *Plau*) and the uPA receptor (*Plaur*) play central roles. uPA promotes the conversion of plasminogen to plasmin, leading to fibrin and ECM degradation. 

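Plau (ENSMUSG00000021822) lies on the forward strand of chromosome 14 of GRCm38 from 20836660 to 20843385. DAM-like microglia had 8 UMIs of Plau in 3M-1, 18 in 3M-2, 11 in 6M-1 and 23 in 6M-2, which is 27.4, 121, 24.0 and 72.1 CPM. Other microglia had 7, 3, 7 and 10 UMIs, or 9.71, 7.24, 8.71 and 12.0 CPM. The means were 61.1 ± 45.5 and 9.41 ± 1.99 CPM (SD, n = 4 mice), a log2 fold change of 2.36 (standard error 0.359, adjusted p = 1.30e-06 from edgeR's quasi-likelihood test). Leaving out 1 mouse gave values from 1.96 to 2.63, and the alternatives together gave up to 3.13. In nuclei thinned to 1000 UMIs, Plau was found in 1.17%, 2.17%, 0.759% and 2.20% of the microglia of the 4 libraries. The 3-month DAM-like levels lay far apart, so the spread between mice was wide. From the higher expression in DAM-like microglia of 3-month-old mice, the enriched pathway and the known action of uPA on the extracellular matrix, the paper proposes that Plau takes part in the formation of rod-shaped microglia.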

Taken together, these findings indicate that *Plau* (uPA) is likely to play an important role in the formation of rod-shaped microglia, potentially through its involvement in ECM remodeling and intracellular signaling. 

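To set Plau against Plaur, the log2 ratio of CPM in DAM-like over other microglia was taken in each mouse. For Plau it was 1.48 in 3M-1, 3.88 in 3M-2, 1.43 in 6M-1 and 2.55 in 6M-2. For Plaur it was 2.10, 2.44, 0.70 and 1.62 in the same order. The ratio was larger for Plau in 3 of 4 mice, by a mean of 0.62 (exact two-sided sign-flip permutation test, p = 0.25). In 3M-1 it was larger for Plaur. The mean difference lay between 0.34 and 1.03 without 1 of the mice, and at 1.63 with a T-cell-led subcluster left out, a setting added after the data had been seen.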

Although *Plaur* was also upregulated, we selected *Plau* for follow-up due to its more restricted expression pattern within the DAM-like cluster. Therefore, we focused our subsequent analysis on *Plau* to further investigate its possible role in rod-shaped microglia.

### Rod-shaped microglia exhibited uPA/GAP43 signaling activation

To assess whether the *Plau* expression is a common feature of DAM, publicly available single-cell RNA-seq datasets from two AD mouse models (5XFAD [GSE140510] and *App*^NL−G−F^ KI mice [GSE127893]) were first analyzed. In both models, the *Plau* expression was enriched in DAM subclusters, similar to the canonical DAM markers such as *Itgax* and *Cst7* (Supplemental Figs. 6A, 6 C). In the 5XFAD model, TREM2 plays an essential role in the transition from stage 1 to stage 2 DAM, which is characterized by the upregulation of genes such as *Itgax* and *Cst7*. Consistent with this finding, the *Plau* expression in TREM2-KO X 5XFAD mice was significantly reduced compared with that in 5XFAD mice (Supplemental Fig. 6B). This suggests that *Plau* is part of the TREM2-dependent transcriptional program associated with stage 2 DAM formation. Similarly, in *App*^NL−G−F^ mice, the *Plau* expression progressively increased with age, which is correlated with disease progression and DAM activation (Supplemental Fig. 6D). Collectively, these results show that *Plau* is consistently upregulated in DAM across different AD mouse models and may play a key role in TREM2-mediated microglial activation and potentially in morphological transitions during neurodegeneration.

Next, based on these findings, the *Plau* expression in rod-shaped microglia was investigated. Notably, *Plau* was predominantly expressed in a subset of rod-shaped microglia in GCLC-KO mice (Fig. 6A, Supplemental Fig. 7A). Considering that uPA facilitates cell migration via ECM remodeling, this finding suggests that rod-shaped microglia may exhibit enhanced migratory capacity and morphological plasticity. In addition to ECM remodeling, uPA signaling activates GAP43, a key molecule in axonal growth and regeneration in neurons [30]. To explore whether GAP43 is also involved in microglial elongation, the expression of phosphorylated GAP43 (pT172-GAP43) in GCLC-KO mice (Fig. 6B, Supplemental Figs. 7B, 7 C) was examined. The GAP43 function is regulated by its phosphorylation at T172, which is associated with axonal growth activity [31, 32 ]. Strong pT172-GAP43 signals were observed in a subset of rod-shaped microglia, and these signals appeared to be more prominent than those observed in amoeboid microglia. Taken together, these findings raise the possibility that uPA signaling and GAP43 activation contribute to the morphological characteristics of rod-shaped microglia.

**Fig. 6:**
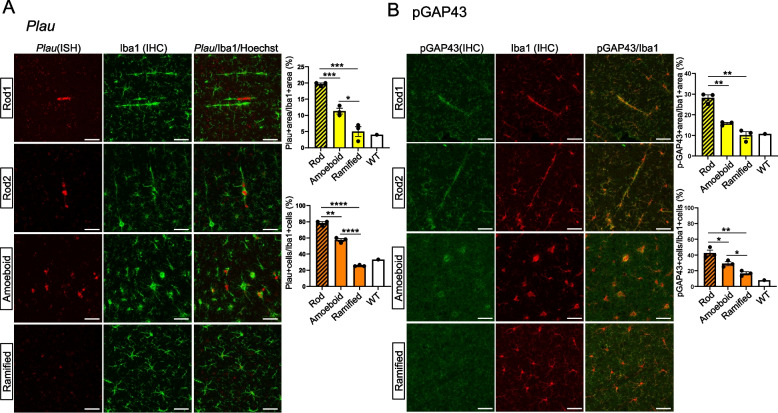
Rod-shaped microglia expressed *Plau* and phosphorylated GAP43. **A** The brain sections from 3-month-old GCLC-KO mice were subjected to dual staining using in situ hybridization with RNAscope (*Plau*) and immunostaining with the Iba1 antibody. Each panel depicts regions with abundant rod, amoeboid, and ramified microglia (Supplemental Fig. 3A). The scale bar represents 50 μm. The upper graph indicates the ratio of the RNAscope-positive area to the Iba1-positive area. Meanwhile, the lower graph represents the ratio of RNAscope-positive cells to Iba1-positive cells. The values related to the rod, amoeboid, and ramified microglia in GCLC-KO mice were expressed as the mean relative levels ± standard error of the mean (*n* = 3). The reference values for the microglia in wild-type mice (white bar) are also provided. Supplemental Fig. 7A shows the staining images of wild-type mice. **B** The upper graph represents the ratio of the co-localized pGAP43/Iba1-positive area to the total Iba1-positive area (yellow bars), and the lower graph represents the ratio of pGAP43-positive cells to Iba1-positive cells (orange bars). The scale bar indicates 50 μm. The values related to the rod, amoeboid, and ramified microglia in GCLC-KO mice were expressed as the mean relative levels ± standard error of the mean (*n* = 3). The reference values for the microglia in wild-type mice (white bar) were also provided. Supplemental Fig. 6B shows the staining images of the wild-type mice. *p < 0.05, **p < 0.01, *** p < 0.001, **** p < 0.0001

## Discussion

This study showed that rod-shaped microglia form in response to oxidative stress caused by glutathione deficiency. These microglia did not exhibit a uniform gene expression pattern. However, they presented with an activation state similar to that of DAM. Moreover, uPA signaling and pGAP43 were considered as potential contributors to their formation, thereby indicating that extracellular matrix remodeling and intracellular signaling play a role in shaping their morphology. Rod-shaped microglia have been observed in postmortem brains across a wide range of conditions, including aging, and neurodegenerative diseases, such as AD [33, 34]. However, their functional significance and formation mechanisms remain largely unknown. Considering their presence in ischemic rat brain slices [20], it is plausible that reactive oxygen species contribute to their formation. Given the presence of oxidative stress and early neuronal abnormalities in the cortex of GCLC-KO mice, it is conceivable that rod-shaped microglia may arise as part of an adaptive response to neuronal distress.

Recent studies have shown that DAM and related subpopulations arise under pathological conditions. However, their exact cellular characteristics remain unclear. Our study provided evidence showing that DAM could adopt not only the well-recognized amoeboid morphology but also the rod-shaped form. This observation expands the current understanding on DAM heterogeneity. While our classification is based on well-defined morphological criteria, we acknowledge that this approach alone may not fully capture the molecular heterogeneity of microglial subtypes. Therefore, we performed transcriptomic profiling using snRNA-seq to complement morphology-based classification and to explore potential transitional relationships between rod-shaped and amoeboid microglia. Some variation in microglial subset distribution was observed between 3-month-old samples; however, key DAM-like features, including those in Cluster 2, were consistently detected. 

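The log2 ratio of CPM in DAM-like over other microglia was 2.52 for Hif1a in both 3M-1 and 3M-2. For Itgax it was 5.21 and 5.38, but other microglia had 1 and 0 UMIs of the gene. These values therefore depend on the prior count of 0.5 and do not show how alike the mice were. The ratio was 2.04 and 0.99 for Cst7. For Serpine2 it was 1.66 and 1.12, and for P2ry12 −0.74 and −0.71. The mice were less alike for Plau, whose ratios are given above, and for Gap43 (0.34 and −1.33).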

Publicly available wild-type data (Supplementary Fig. 6) also show low expression of DAM-associated genes, supporting the disease relevance of the transcriptomic changes observed in GCLC-KO mice. Although rod-shaped microglia shared several DAM-associated gene expression features, it remains unclear whether they represent a transcriptionally distinct microglial subpopulation. A comprehensive genome-wide comparison will be necessary to clarify this point.

Interestingly, Lana et al. [20] reported that rod-shaped microglia appear early after ischemic injury and subsequently transition into amoeboid microglia. Hence, rod-shaped microglia may represent an intermediate activation state, preceding the fully phagocytic amoeboid phenotype as neurodegenerative progresses. Nonetheless, the reason why DAM-like microglia occasionally adopt a rod-shaped morphology remains unclear. This unique morphology can facilitate specific interactions with neuronal processes, influences microglial migration, or modulates neuroinflammatory responses in a distinct manner. To further explore these possibilities, advanced spatial transcriptomics technologies could be utilized. Recent advancements in spatial resolution now allow transcriptomic profiling at the subcellular levels [35–37], thereby offering an opportunity to investigate morphology-specific gene expression patterns and microglial interactions with surrounding cells within the central nervous system.

A recent study [38] (*Preprint*) identified rod-shaped microglia in the brain and spinal cord of a TDP-43-related amyotrophic lateral sclerosis mouse model. Similar to our findings, these microglia were aligned along neuronal processes, and they exhibited DAM-like activation. This suggests that rod-shaped microglia are not exclusive to oxidative stress-induced neurodegeneration. In fact, they may also arise in neurodegenerative disorders associated with proteinopathy and abnormal neuronal activity [38]. Rod-shaped microglia have been observed aligning along injured axons and are hypothesized to play a role in neuroprotection by facilitating the reorganization of neuronal circuitry following CNS injuries [17, 21]. In GCLC-KO mice, these cells may arise in response to early neuronal alterations, potentially reflecting a unique morphological response to neuronal stress. Thus, they may act as early responders to neuronal distress signals.

Our study is based on the notion that *Plau* (encoding uPA) is upregulated in rod-shaped microglia, thereby indicating its potential role in maintaining their morphology. Tam et al. [21] showed that primary microglia cultured on laminin-coated dishes formed rod-like structures along scratch lines. Moreover, this elongated shape was maintained. uPA is well known for its ability to degrade the ECM and facilitate cell migration, particularly in cancer cells. The uPA receptor, which is its receptor, is expressed in the microglia and is upregulated during neuroinflammation. Moreover, uPA induces the phosphorylation of GAP43, thereby promoting synaptic remodeling via NMDA receptor activation in neurons. Based on our findings, uPA may similarly regulate microglial morphology via GAP43 activation in rod-shaped microglia [30]. However, the precise mechanisms by which uPA signaling promotes GAP43 phosphorylation in the microglia remain unclear, and it should be further investigated. In addition, *Plaur* was also upregulated in the DAM-like cluster. 

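Plaur (ENSMUSG00000046223) lies on the forward strand of chromosome 7 of GRCm38 from 24462484 to 24475968. Its level in DAM-like microglia was 192, 121, 111 and 144 CPM in 3M-1, 3M-2, 6M-1 and 6M-2, against 44.4, 21.7, 68.4 and 46.7 CPM in other microglia. The means were 142 ± 35.8 and 45.3 ± 19.1 CPM (SD, n = 4 mice), a log2 fold change of 1.51 (standard error 0.203, adjusted p = 8.63e-08 from edgeR's quasi-likelihood test). Thinned to 1000 UMIs, 9.15%, 4.69%, 6.68% and 4.95% of the microglia had a UMI of Plaur.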

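Detection of Plau and Plaur in the same nucleus was counted in DAM-like microglia thinned to 1000 UMIs. Both were found in 0 of 110 nuclei in 3M-1, 1 of 71 in 3M-2, 2 of 215 in 6M-1 and 2 of 138 in 6M-2. Independent detection would give 0.418, 0.690, 0.512 and 0.725 nuclei. The mean excess of 0.664 nuclei per mouse was not distinguishable from 0 (exact two-sided sign-flip permutation test over 4 mice, p = 0.375). Without thinning, both were found in 1, 4, 3 and 3 nuclei against 1.91, 1.75, 1.36 and 2.94 from independence. At this depth the counts are too few to show or exclude detection in the same nuclei beyond chance.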

While we focused on Plau due to its more restricted expression, the co-expression of *Plau* and *Plaur* suggests that uPA–uPAR signaling may play a role in shaping rod-shaped microglia, warranting future functional studies.

GCLC-KO mice exhibit diverse microglial morphological changes, in addition to neuronal loss. Therefore, they can be a valuable model for studying microglial plasticity in response to oxidative stress and neurodegeneration. Although GCLC-KO mice do not model glutathione synthetase deficiency per se—which is caused by mutations in the GSS gene and presents with severe systemic glutathione depletion and neurological symptoms—they reproduce key features of brain redox imbalance. This makes them useful for investigating oxidative stress-induced neuropathology. In addition, several studies have reported that glutathione levels are decreased in the brains of individuals with mild cognitive impairment (MCI) and AD, suggesting that redox imbalance is a relevant feature of AD pathophysiology [39, 40] Cecchini et al., 1999). Consistent with these human findings, we previously showed that GCLC-KO mice exhibit an increased Aβ42/Aβ40 ratio and enhanced tau aggregation [41], both of which are key features of AD. Although this model does not fully recapitulate all aspects of AD, it represents a useful system for studying oxidative stress–driven amyloid and tau pathologies. These findings, together with the emerging evidence of redox imbalance in AD, support the utility of GCLC-KO mice as a model to study the pathophysiological relevance of rod-shaped microglia.

Considering the widespread presence of rod-shaped microglia in the postmortem brains of aging individuals and those with ischemia, dementia with Lewy bodies, and AD, understanding their role in disease progression could provide novel insights into microglial function. Regulating microglial responses, including those of rod-shaped microglia, may have implications on the progression of neurodegenerative diseases. Whether rod-shaped microglia exacerbate or inhibit neuronal damage remains unclear. However, our study underscores the importance of investigating how microglial morphology influences neuroinflammatory responses and neurodegeneration. Nevertheless, further research using advanced transcriptomics and functional assays must be conducted to completely elucidate their role in central nervous system pathologies.

## Supplementary Information

Supplementary Materials 1: Supplementary Figures S1–S7. Additional imaging data, quantification analyses, and validation experiments. Supplementary Tables S1–S2: Lists of antibodies and probes used for RNAscope.

Supplementary Materials 2: Supplementary Table S3. Detailed information on animals and methods used for image-based and Western blot quantification.

Supplementary Materials 3: Supplementary Data 1. Three-dimensional reconstruction movie of rod-shaped microglia observed in cleared brain tissues collected from GCLC-KO mice (related to Fig. 2A).

Supplementary Materials 4: Supplementary Data 2. List of genes specifically expressed in the DAM-like clusters of 3-month-old GCLC-KO mice.

Supplementary Materials 4: Supplementary Data 3. Complete results of the pathway enrichment analysis performed using the Reactome 2024 database.

Supplementary Materials 5: Supplementary Data 4. Statistical Analysis of DAM-Associated Genes in 5XFAD and *App*^NL-G-F^ scRNA-seq Datasets.

## Data Availability

The single-nucleus RNA sequencing (snRNA-seq) datasets generated during the current study have been deposited in the GEO database under accession number GSE301920 (BioProject: PRJNA1286132) and will be publicly available upon publication. The public scRNA-seq datasets analyzed in this study are available from the GEO database under accession numbers GSE140510 and GSE127893.

## Abbreviations

AD: Alzheimer’s disease
ECM: Extracellular matrix
DAM: Disease-associated microglia
ARM: Activated response microglia
IRM: Interferon response microglia
Plau: Urokinase-type plasminogen activator gene
uPA: Urokinase-type plasminogen activator
GAP43: Growth-associated protein 43
GCLC: Glutamyl cysteine ligase catalyic subunit
RT-PCR: Reverse transcription polymerase chain reaction
scRNA-seq: Single-cell RNA sequencing
snRNA-seq: Single-nucleus RNA sequencing

# Supplementary material for: Rod-shaped microglia represent a morphologically distinct subpopulation of disease-associated microglia
**Source:** J Neuroinflammation. 2025 Jul 16;22:184. doi: 10.1186/s12974-025-03504-5
**Supplement:** Supplementary file 1 — Supplementary Materials 1: Supplementary Figures S1–S7. Additional imaging data, quantification analyses, and validation experiments. Supplementary Tables S1–S2: Lists of antibodies and probes used for RNAscope.

Supplemental Figure 1

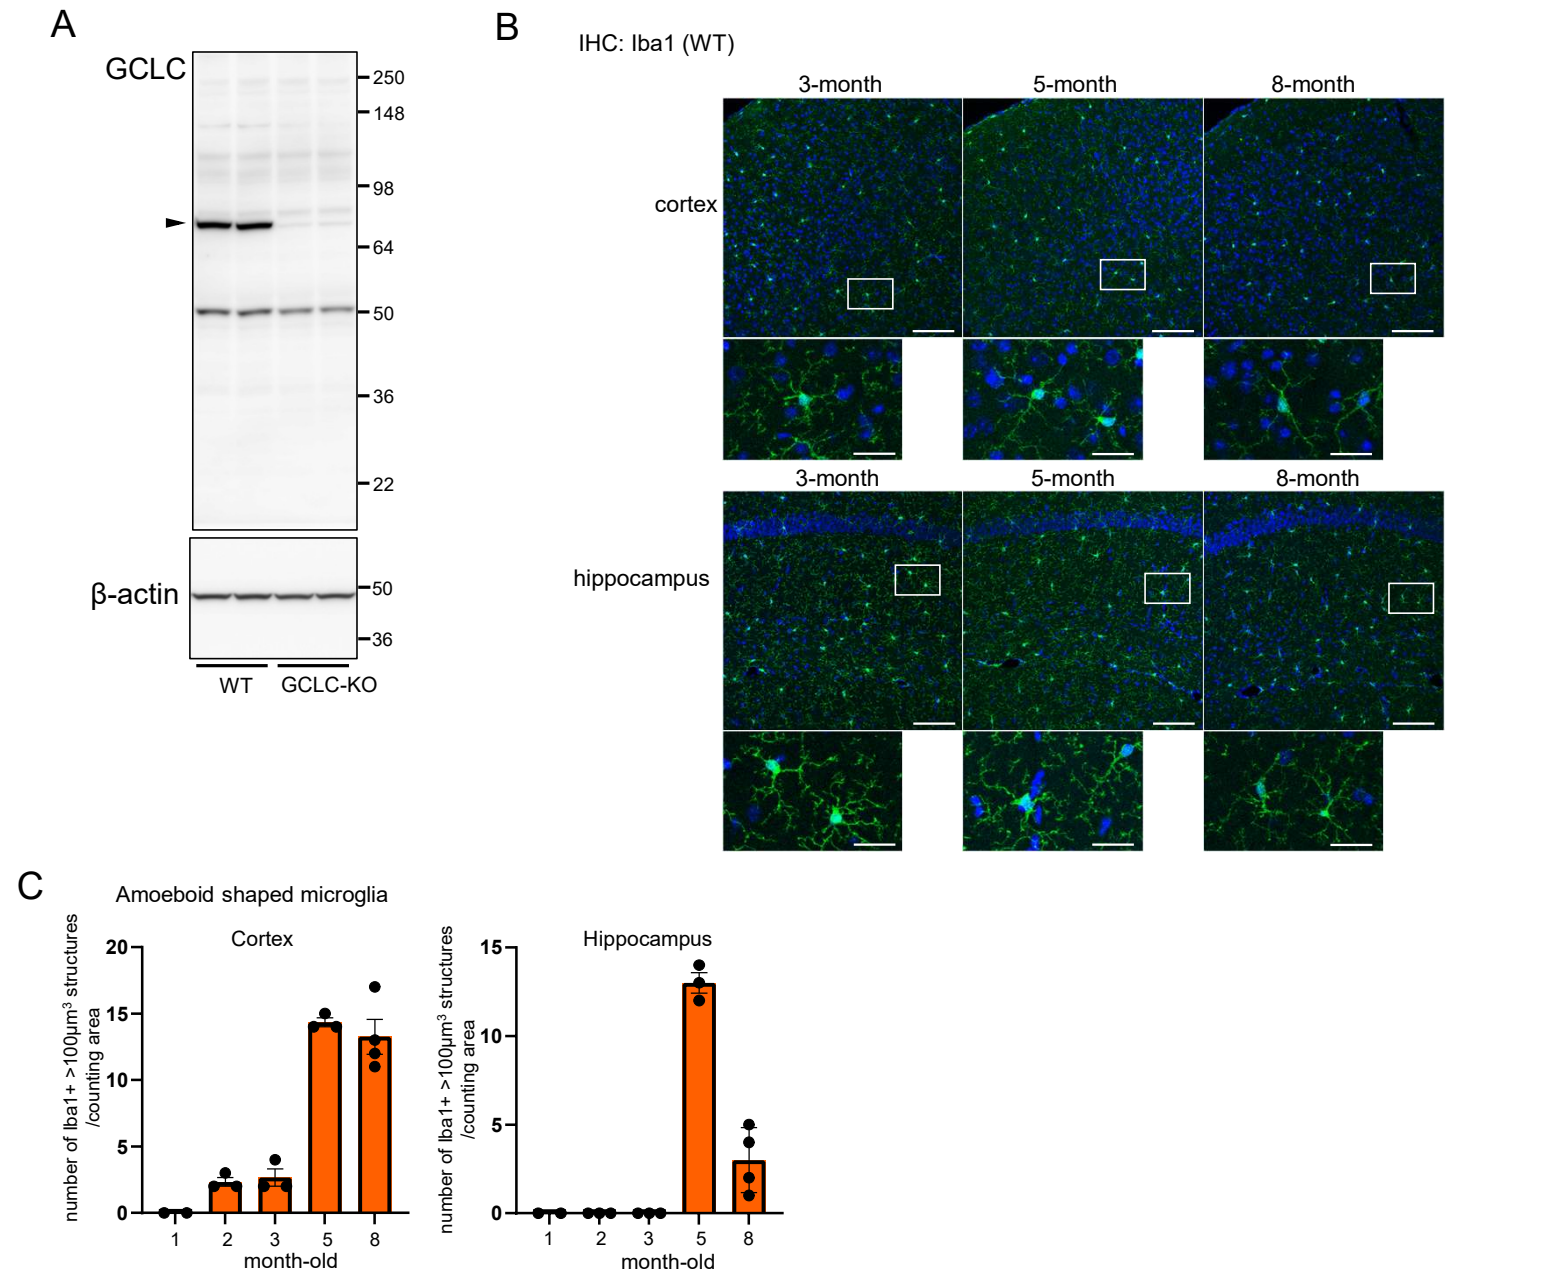

**Supplemental Figure 1 Immunostaining and quantification of Iba1-positive microglia in wild-type and GCLC-KO mice**  
(A) Western blot analysis of GCLC protein expression in cortical lysates from wild-type (WT) and GCLC knockout (KO) mice. A band corresponding to GCLC (~73 kDa, indicated by arrow) is clearly detected in WT mice and reduced in GCLC-KO mice, confirming efficient gene deletion at the protein level.  $\beta$ -actin was used as a loading control. (B) Brain sections from 3- to 8-month-old wild-type mice were immunostained with the Iba1 antibody. Lower panels each display magnified views of the boxed areas in the corresponding upper panels, highlighting microglial morphology in greater detail. The scale bar represent 100  $\mu$ m (upper panels) and 25  $\mu$ m (lower panels). (C) The number of Iba1-positive structures with a soma area  $>100 \mu\text{m}^2$  (defined as amoeboid-shaped microglia) was counted within the x10 confocal image fields of GCLC-KO mouse brain sections shown in Fig. 1A and 1B. Values from 2 to 8 months are expressed as the mean relative levels  $\pm$  SEM (n=3 or 4 mice).

## Supplemental Figure 2

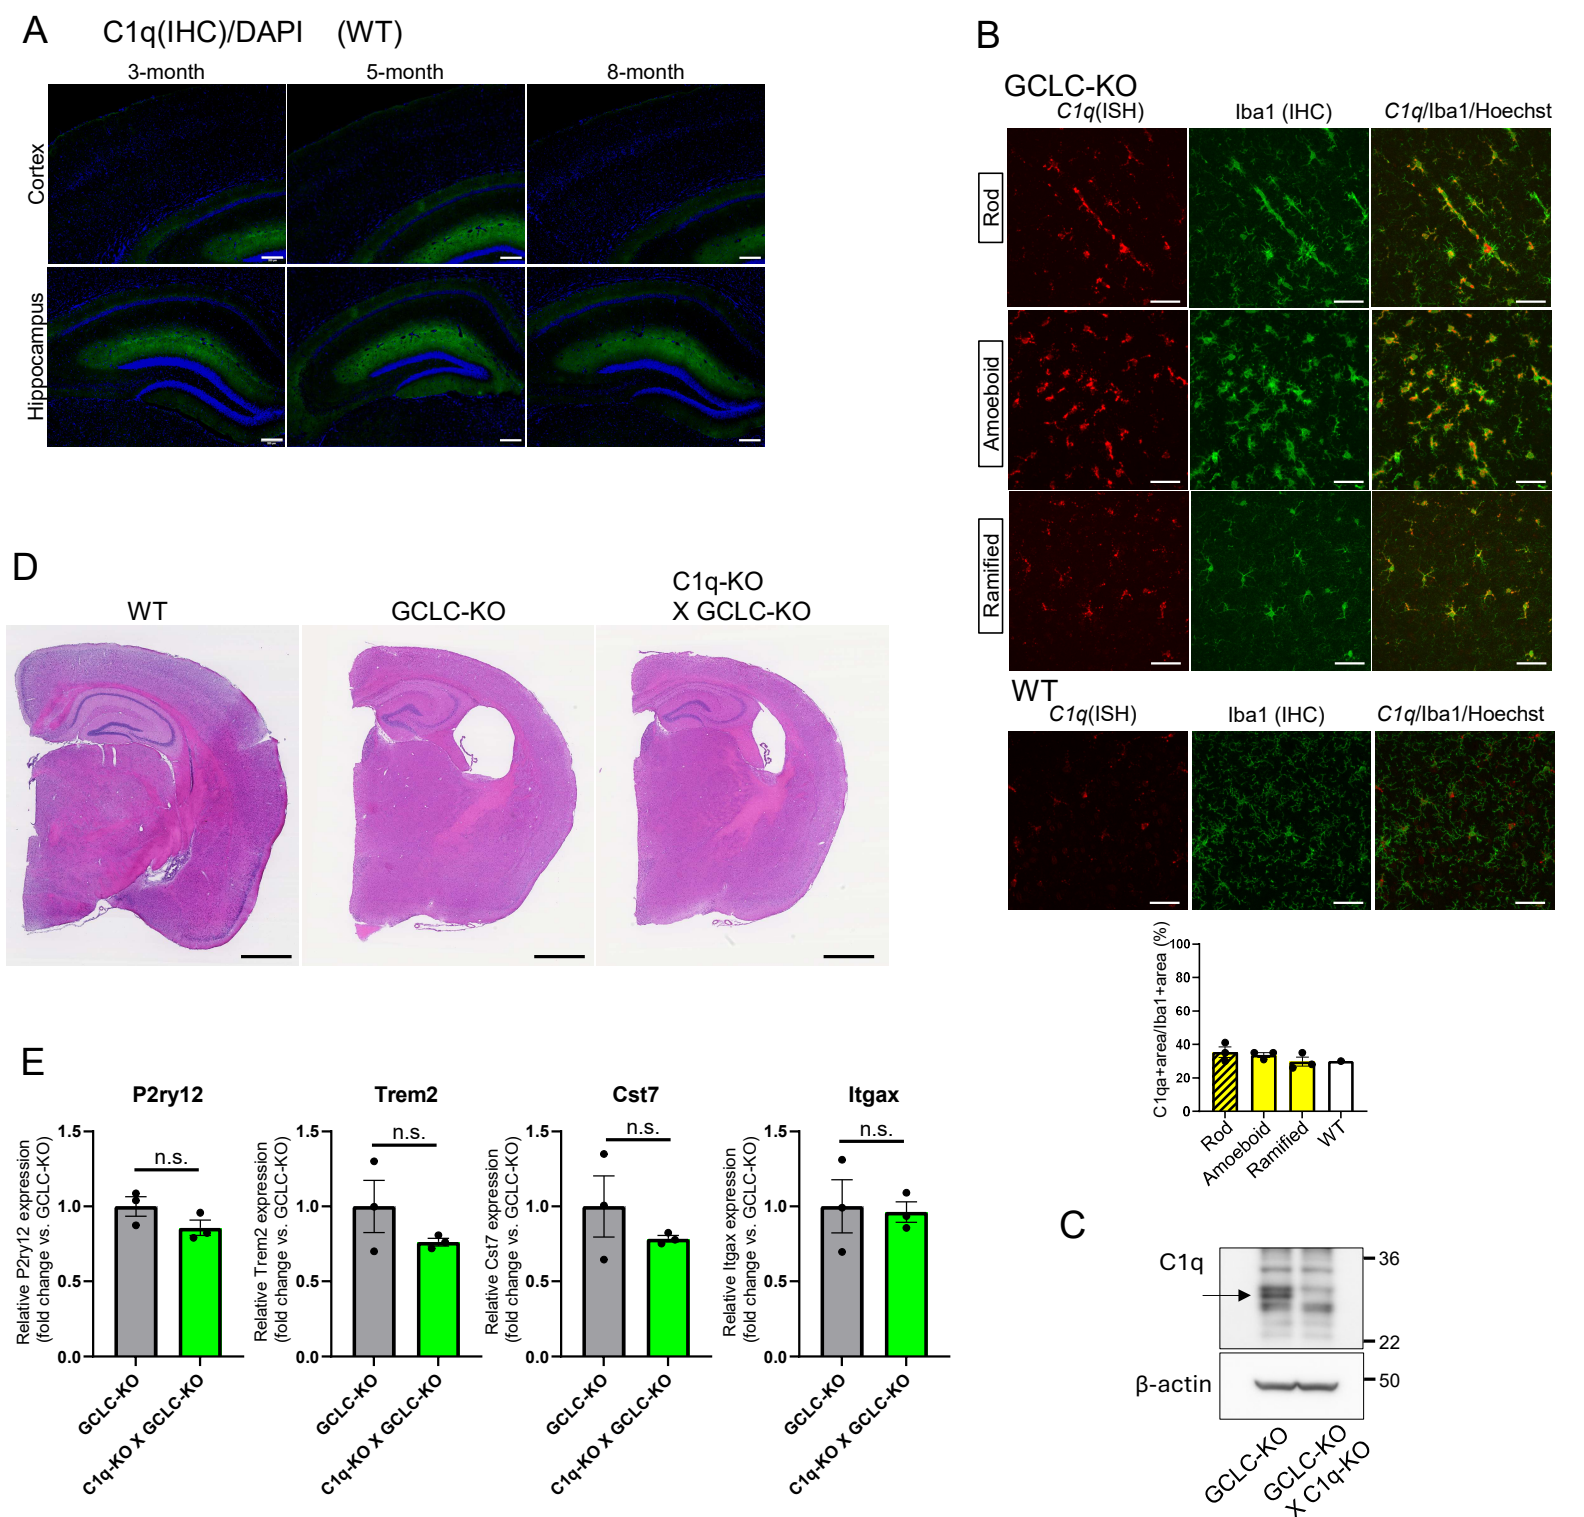

### Supplemental Figure 2 Microglial morphology in wild-type, GCLC-KO, and C1q-KO × GCLC-KO mice

(A) Brain sections from 3- to 8-month-old wild-type mice were immunostained with the C1q antibody. Upper panels show cortical region and lower panels show hippocampal region. The scale bar represents 200  $\mu$ m. (B) The brain sections from 3-month-old GCLC-KO mice were subjected to dual staining using in situ hybridization with RNAscope (*C1qa*) and immunostaining with the Iba1 antibody. Each panel depicts regions with abundant rod, amoeboid, and ramified microglia (refer to Supplemental Figure 3A). The scale bar represents 50  $\mu$ m. The graph represents the ratio of RNAscope-positive area to Iba1-positive area. (C) Western blot analysis of C1q protein expression in cortical lysates from GCLC-KO and GCLC-KO X C1q-KO. The arrow indicates the C1q band. C1q was detected in GCLC-KO mice but was absent in GCLC-KO X C1q-KO mouse, confirming successful knockout. (D) Brain sections from 5-month-old wild-type mice, 9-month-old GCLC-KO mice, and 9-month-old C1q-KO X GCLC-KO mice were stained with hematoxylin and eosin (H&E). Scale bar represents 1 mm. (E) Relative mRNA expression levels of P2ry12, Trem2, Cst7, and Itgax were measured in the cerebral cortex of GCLC-KO mice and C1q-KO X GCLC-KO double mutant mice at 3 months of age. Gene expression levels were normalized to GAPDH, and values are shown relative to the GCLC-KO group, which was set to 1. Data are presented as mean  $\pm$  SEM (n = 3 per group). Statistical significance was assessed using Student's t-test. n.s., not significant

Supplemental Figure 3

A

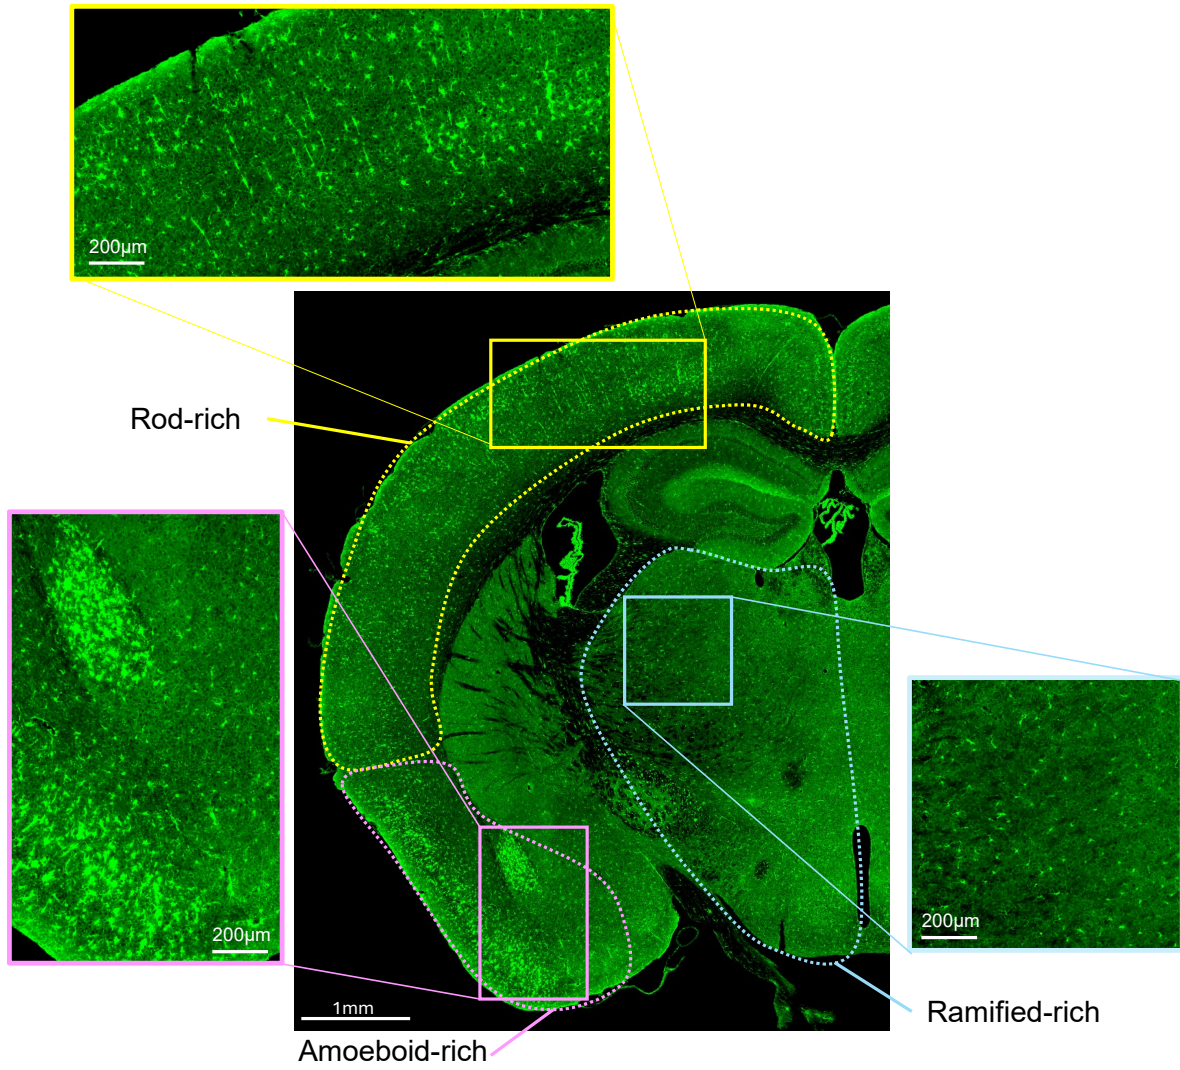

B

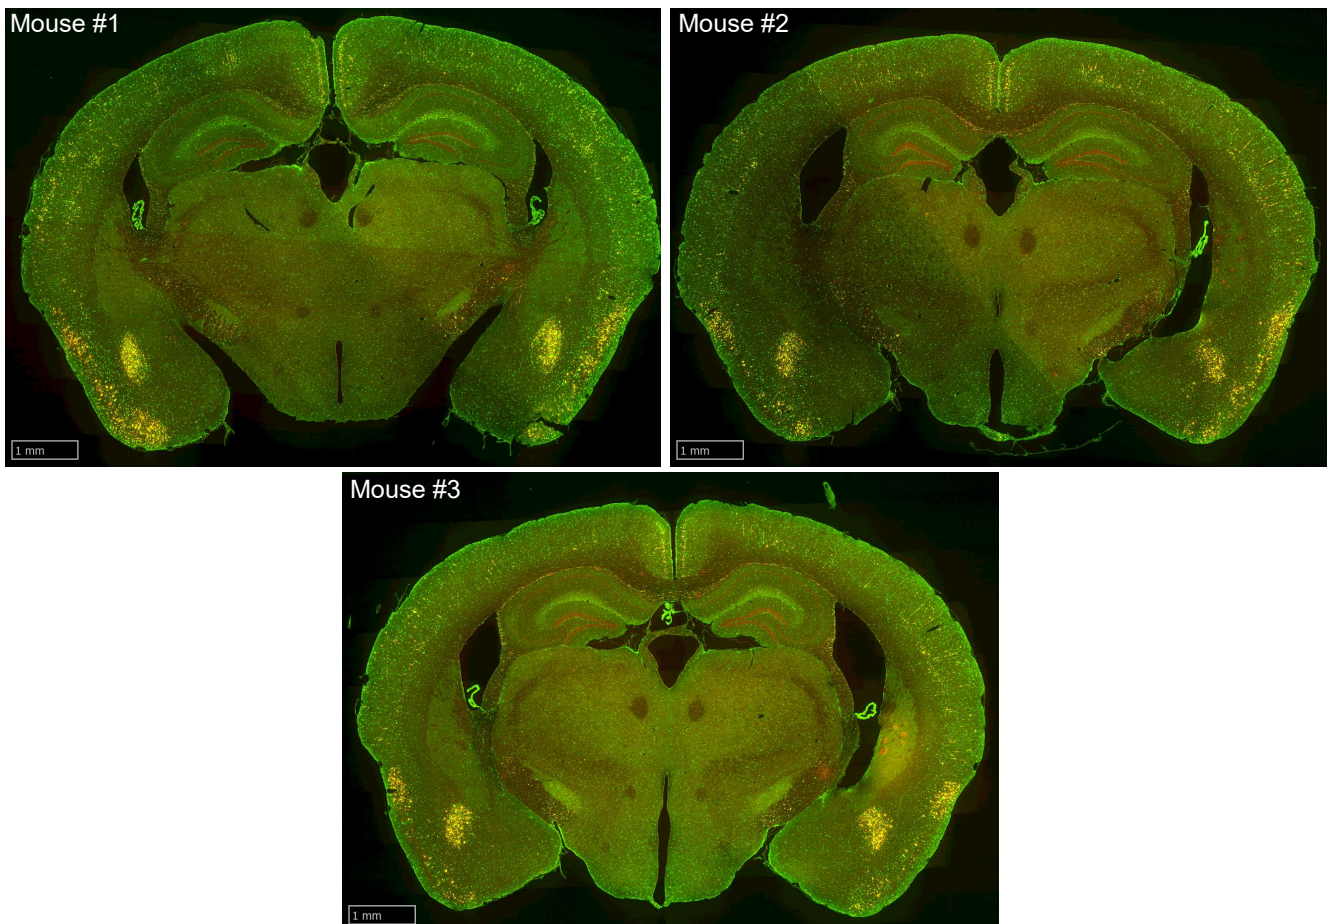

Supplemental Figure 3 (continued)

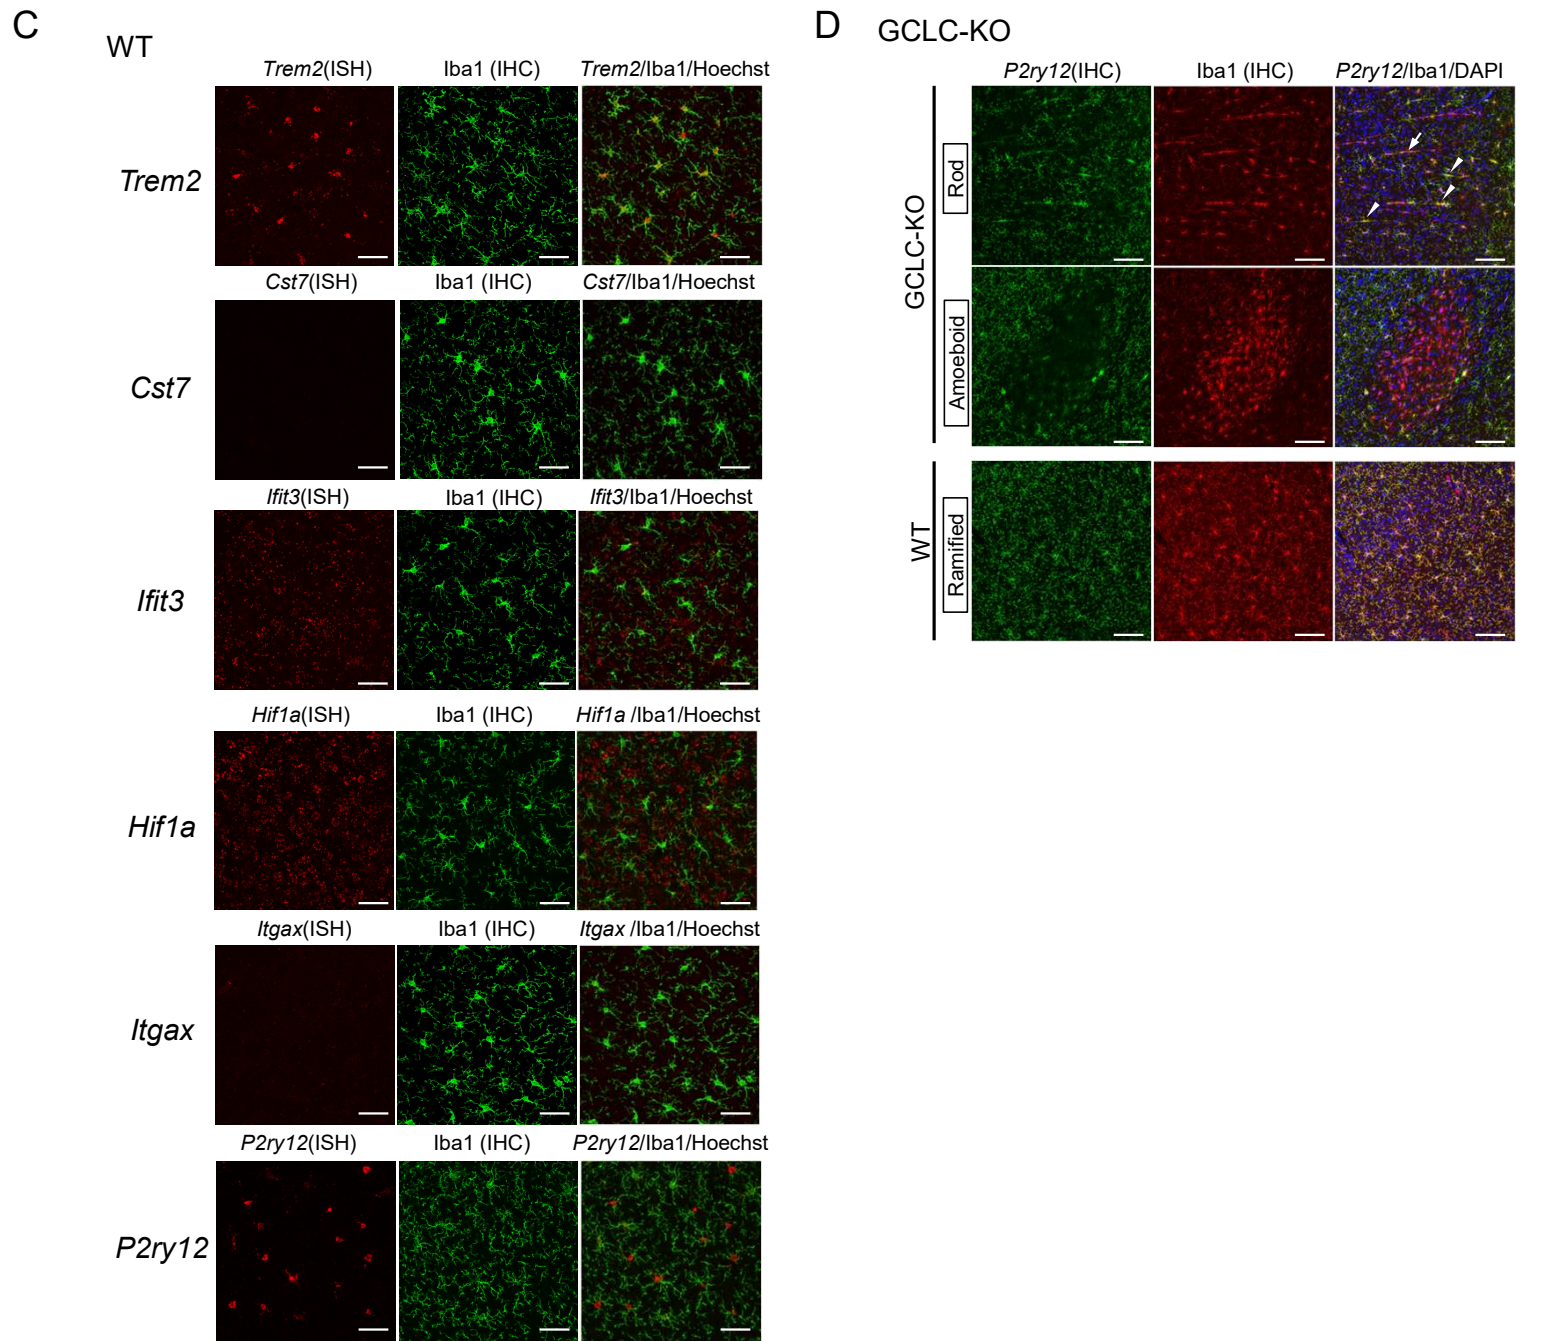

**Supplemental Figure 3 Microglial morphology and P2ry12 expression in WT and GCLC-KO mice**

(A) Brain sections from 3-month-old GCLC-KO mice were immunostained with the Iba1 antibody. Regions enriched in rod-shaped, amoeboid, and ramified microglia are outlined with dashed lines. Areas enclosed by solid squares indicate regions shown at higher magnification. In situ hybridization (ISH) analysis was performed on representative locations within each morphologically enriched region. (B) Whole-brain sections from three 3-month-old GCLC-KO mice were stained with an anti-Iba1 antibody (immunohistochemistry) and *Cst7* probes (RNAscope). Morphology-enriched regions (rod-, amoeboid-, and ramified-type microglia) were manually annotated and used for quantification shown in Figure 4. The same staining and image acquisition protocol was applied to other analyzed genes (not shown). (C) The brain sections from 3-month-old WT mice were subjected to dual staining using in situ hybridization with RNAscope and immunostaining with the Iba1 antibody. Each panel depicts regions with abundant rod, amoeboid, and ramified microglia. The scale bar represents 50  $\mu$ m. (D) Brain sections from 3-month-old WT and GCLC-KO were immunostained with the P2ry12 and Iba1 antibody. The scale bar represents 50  $\mu$ m.

Supplemental Figure 4

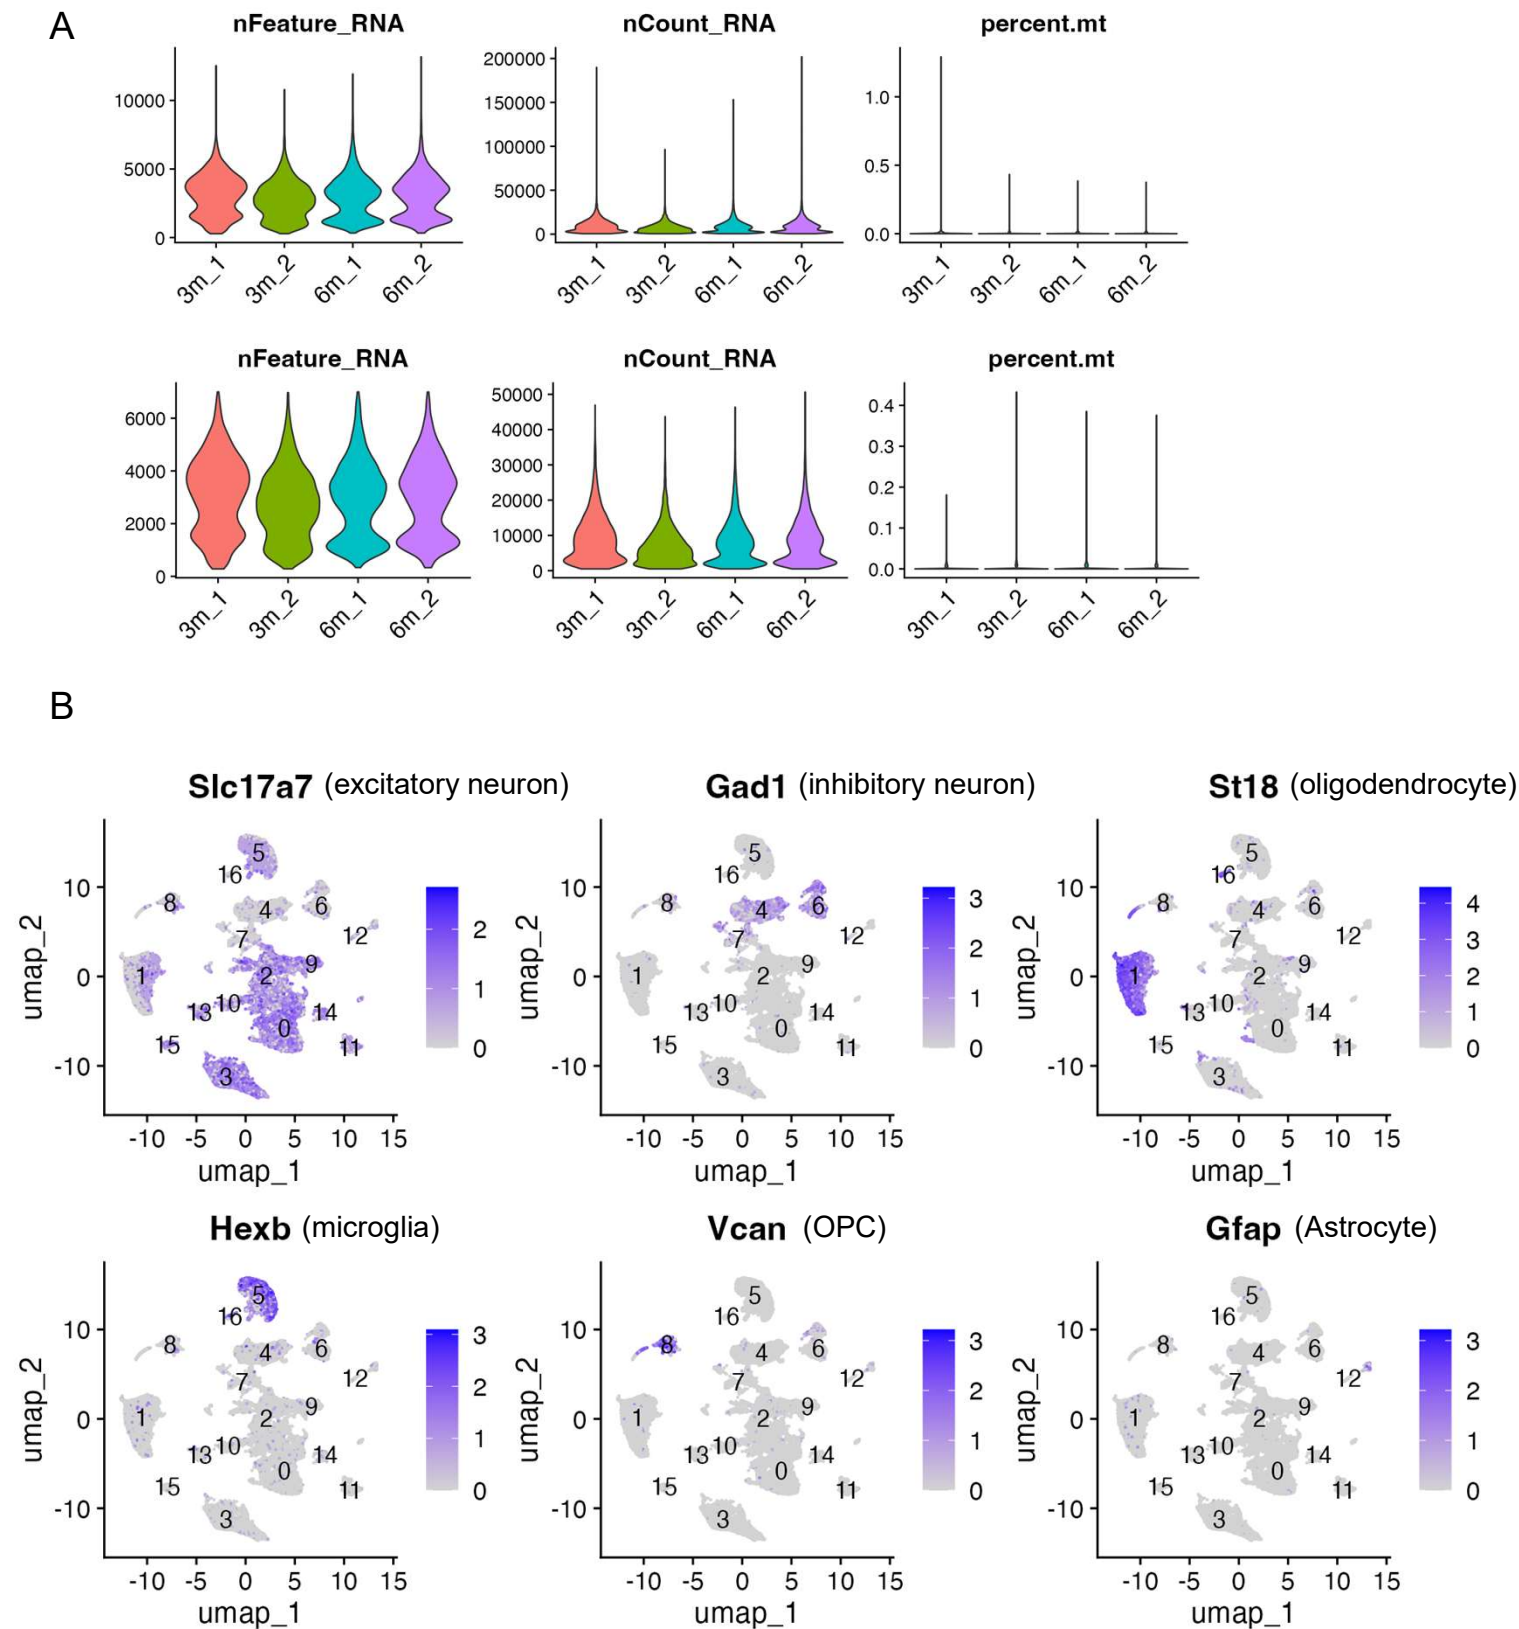

**Supplemental Figure 4. Quality control and cell type annotation in microglial clustering analysis**

(A) Violin plots showing the distributions of nFeature\_RNA, nCount\_RNA, and percent.mt for each sample. Data before filtering (top) and after filtering (bottom) are presented. 

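Nuclei above the limit on detected genes numbered 32 in 3M-1, 39 in 3M-2, 112 in 6M-1 and 84 in 6M-2, with up to 13201 genes in a nucleus. The highest mitochondrial share was 1.29% in 3M-1 and 0.433%, 0.385% and 0.376% in 3M-2, 6M-1 and 6M-2.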

Nuclei with more than 7,000 detected genes or with mitochondrial gene content greater than 1% were excluded during quality control. Samples labeled 6m\_1 and 6m\_2 represent 6-month-old mice, while 3m\_1 and 3m\_2 represent 3-month-old mice. 

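In the named classes, the mean over 4 mice of Slc17a7 was 264 ± 28.6 CPM (SD) in excitatory neuron-like nuclei and 36.6 ± 11.1 CPM in inhibitory neuron-like nuclei. Gad1 was at 261 ± 14.7 CPM in inhibitory and 2.97 ± 0.516 CPM in excitatory neuron-like nuclei. Vcan was at 719 ± 53.3 CPM in OPC-like nuclei, and Gfap at 152 ± 56.0 CPM in astrocyte-like nuclei. St18 was at 3100 ± 425 CPM in oligodendrocyte-like nuclei.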

(B) Feature plots showing the expression patterns of representative cell type-specific markers across all clusters: Slc17a7 (excitatory neurons), Gad1 (inhibitory neurons), Atpl1a2 (oligodendrocytes), Hexb (microglia), Vcan (oligodendrocyte precursor cells; OPCs), and Gfap (astrocytes). Color intensity indicates relative expression levels (log-normalized).

Supplemental Figure 5

A

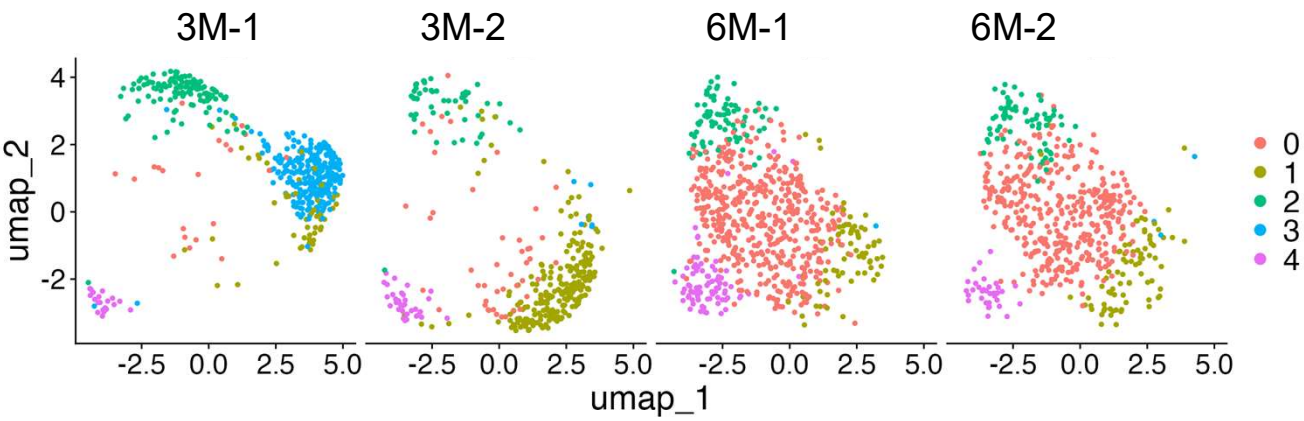

B

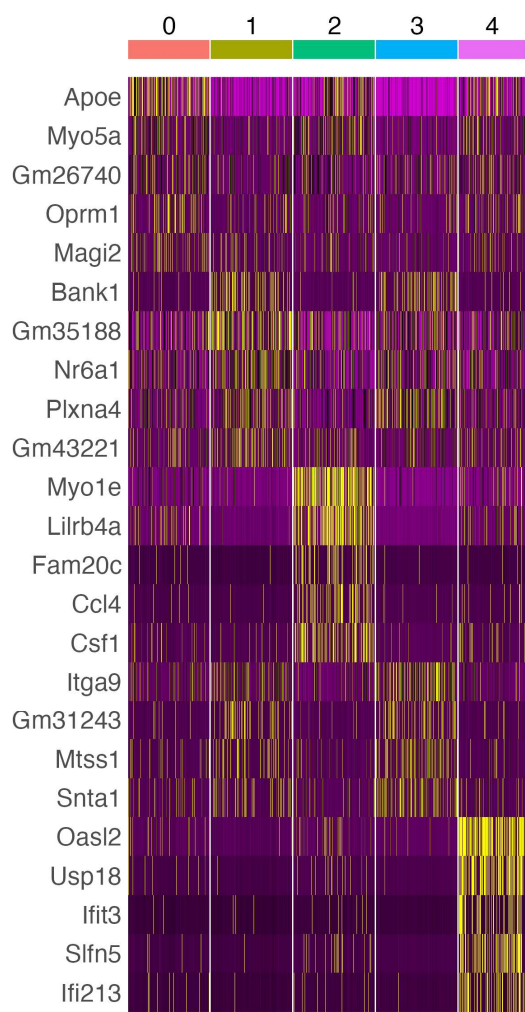

**Supplemental Figure 5    UMAP visualization of microglial subclusters**

(A) UMAP plots showing the subclustering of microglia from the snRNA-seq dataset, displayed separately for each sample. Rather than using an integrated dataset, microglial subclusters are visualized for individual samples: 3M-1 (3-month-old #1), 3M-2 (3-month-old #2), 6M-1 (6-month-old #1), and 6M-2 (6-month-old #2). (B) Heatmap illustrating the expression profiles of key marker genes across microglial subclusters identified in the single-nucleus RNA-seq dataset. Columns correspond to individual subclusters, and rows represent marker genes selectively enriched in each cluster. Gene expression levels are scaled and color-coded, with red indicating higher expression and blue indicating lower expression.

Supplemental Figure 6

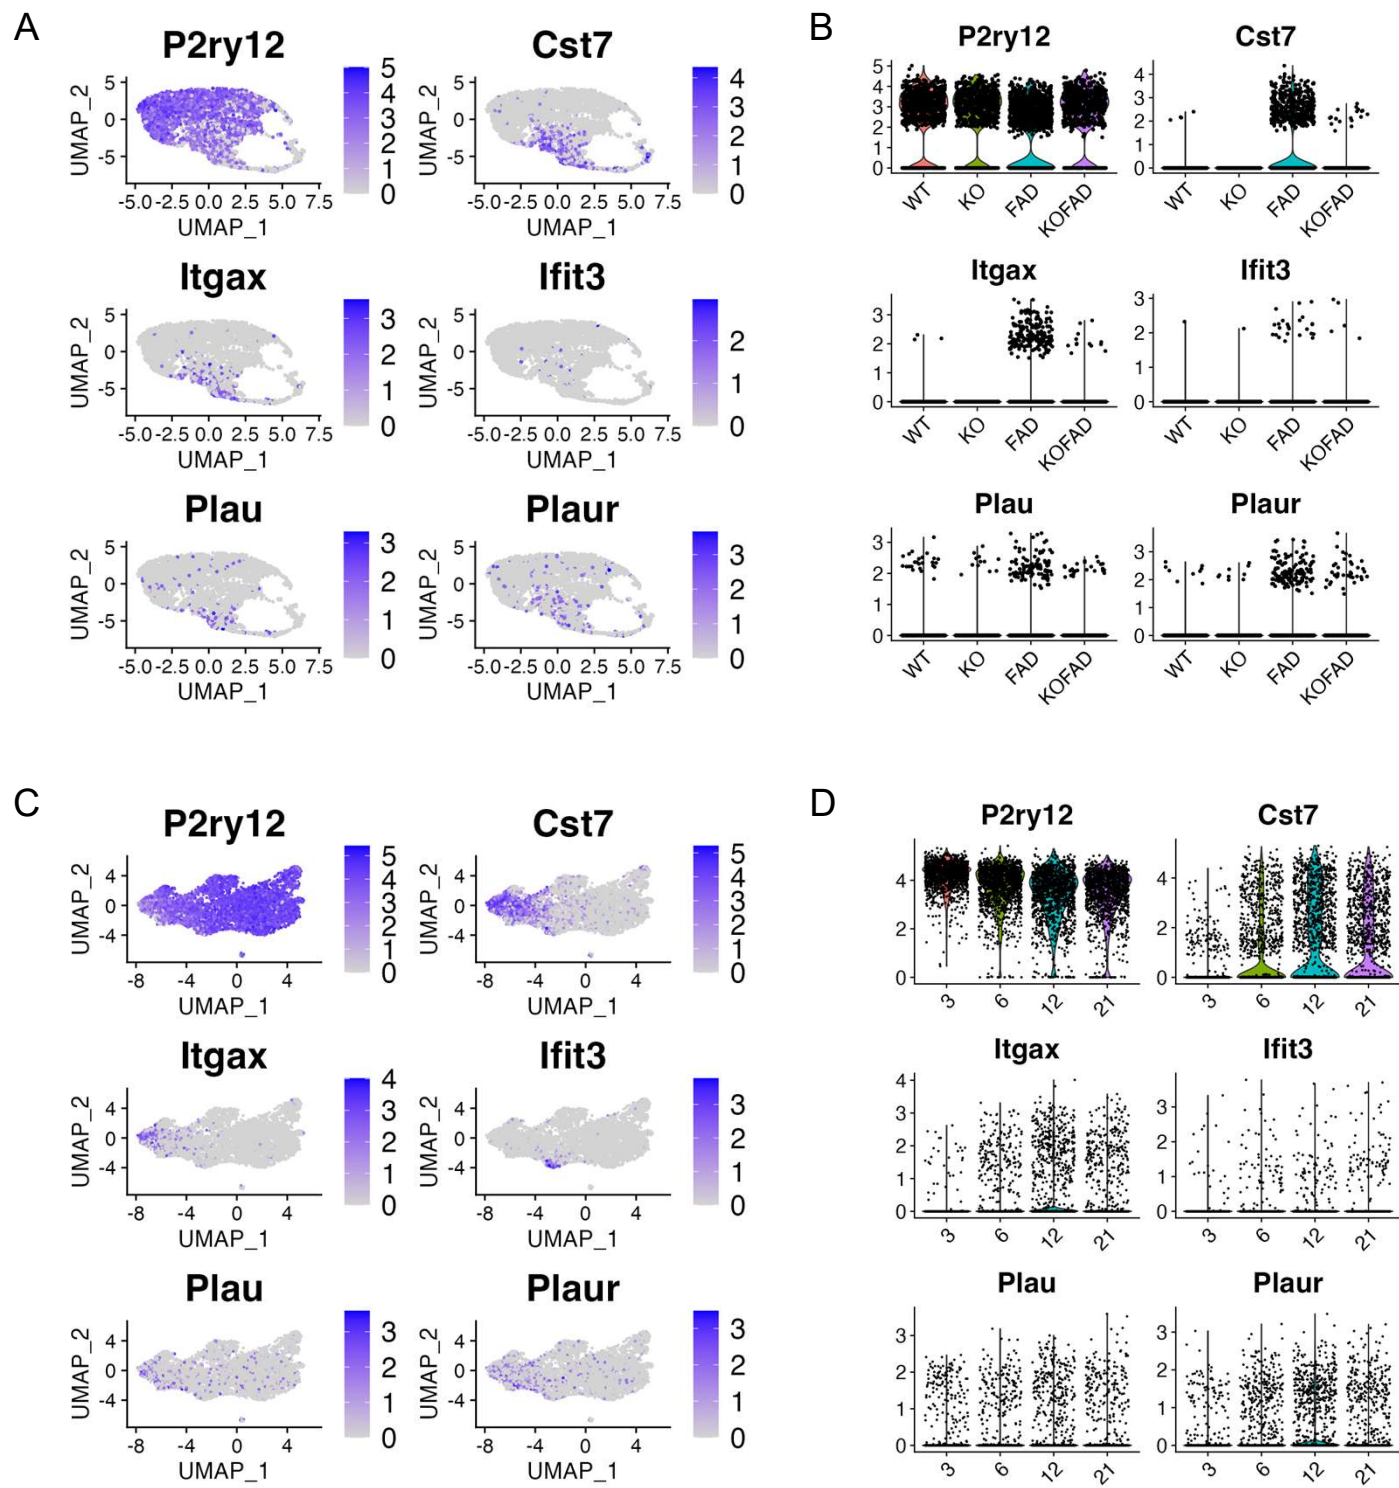

**Supplemental Figure 6. Comparative analysis of Plau and DAM marker expression in Alzheimer's disease mouse models**

(A, C) FeaturePlot visualizations showing the expression of Plau and microglial markers in microglial clusters from public scRNA-seq datasets of 5XFAD (A) and *App<sup>NL-G-F</sup>* KI (C) mice. Plau expression is enriched in the DAM cluster in both models, similar to canonical DAM markers such as *Itgax* and *Cst7*. (B) Plau expression in microglia from WT, TREM2-KO, 5XFAD, and TREM2-KO X 5XFAD mice. (D) Plau expression in microglia from *App<sup>NL-G-F</sup>* KI mice at 3, 6, 12, and 21 months of age. These results support the notion that Plau expression in DAM is a common feature across different Alzheimer's disease mouse models.

Supplemental Figure 7

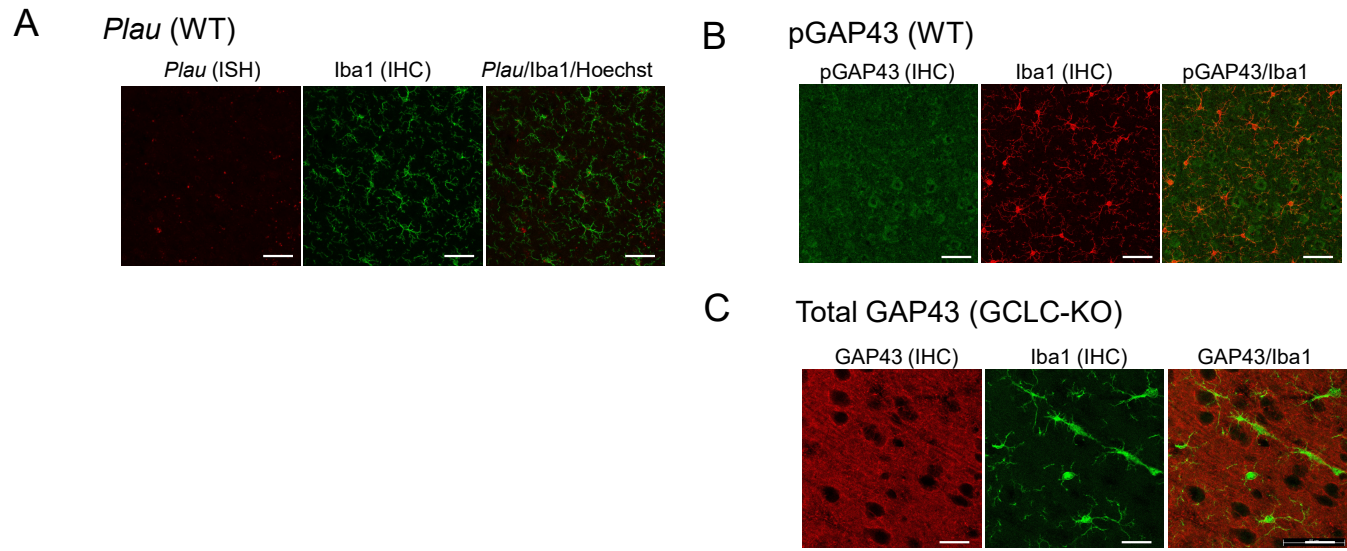

**Supplemental Figure 7 Expression pattern of *Plau* and GAP43**

(A) Brain sections from 3-month-old WT mice were subjected to dual staining using in situ hybridization with RNAscope (*Plau*) and immunostaining with the Iba1 antibody. The scale bar represents 50µm (right panels). (B, C) Brain sections from 3-month-old WT (B) or GCLC-KO (C) were immunostained with the phosphorylated GAP43 (B) or total GAP43 (C) antibody. The scale bar represents 50µm.

**Supplemental Table 1. Antibodies used for the immunohistochemistry (IHC) and western blotting analysis.**

The following antibodies were used at the indicated dilutions. For antibodies used in IHC, the lot numbers are provided, except for the anti-MBP antibody, for which the lot number is unavailable.

| Proteins     | Product Number<br>(Lot number)          | Dilution       | WB     |
|--------------|-----------------------------------------|----------------|--------|
|              |                                         | IHC            |        |
| Iba1         | Fujifilm #013-27691 (#SKG4637)          | 1:200          | 1:1000 |
|              | abcam #ab5076 (#GR3178800-2)            | 1:200          |        |
| C1q          | abcam #ab1824541 (#GR290355-11)         | 1:500          |        |
| MAP2         | Leinco Technologies #M121 (unavailable) | 1:50           |        |
| MBP          | R&D Systems #MAB42282 (#CJLN029091)     | 1:1000         |        |
| Olig2        | abcam #ab109186 (#GR210294-20)          | 1:200          | 1:2000 |
| CD31         | BioLegend #102501 (#B295545)            | 1:50           |        |
| P2ry12       | Produced by Sahara                      | 1:5000         |        |
| GAP43(total) | Nittobo Medical #MSFR101670             | 1:200          |        |
| p-GAP43      | Fujifilm #017-25411                     | 1:100000 (TSA) |        |
| GSDMD        | abcam #ab219800                         |                |        |
| GSDME        | abcam #ab215191                         |                |        |
| GCLC         | ATLAS ANTIBODIES #HPA036359             |                |        |
| β-actin      | Sigma #A5441                            |                | 1:5000 |

**Supplemental Table 2. Probes for RNAscope**

The probes used in the RNAscope analysis are purchased from Advanced Cell Diagnostics. These probes recognize the mouse sequences for each gene. The product numbers were as follows.

| <b>Genes</b>  | <b>Product Number</b> |
|---------------|-----------------------|
| <i>Trem2</i>  | #404111               |
| <i>Hif1a</i>  | #313821               |
| <i>Cst7</i>   | #498711               |
| <i>Itgax</i>  | #311501               |
| <i>Ifit3</i>  | #508251               |
| <i>P2ry12</i> | #317601               |
| <i>Clqa</i>   | #441221               |
| <i>Plau</i>   | #433641               |

How the deposited data were processed for this re-analysis (not part of the article)

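Single-nucleus RNA-seq of the cerebral cortex of GCLC-KO mice was analysed from the deposited count matrices, with 2 libraries at 3 months (3M-1 and 3M-2) and 2 at 6 months (6M-1 and 6M-2), 1 mouse each. The authors' contractor made the matrices with Cell Ranger 7.0.0, as their headers state; they hold raw UMI counts per gene and nucleus, without normalization, for barcodes already called as nuclei. The genome build and annotation are not stated. Of 32285 gene identifiers, 32158 were found in GENCODE M21 (GRCm38), as were all 86 genes named, and coordinates are given from that match. The authors filtered, normalized, integrated and clustered the nuclei with Seurat 5.1.0 in R 4.3.2 and searched marker genes with a Wilcoxon test over nuclei. The paper's text does not name the integration method or the resolution of the microglial subclustering.

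The target of the knockout was looked at before any other result. Gclc was expressed in excitatory and inhibitory neuron-like nuclei of every library at similar levels. With no wild-type library, and with counting at the 3′ end, the deletion itself was not measurable, so the labels rest on the deposit alone.

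The authors' filter was applied (at most 7000 detected genes and at most 1% mitochondrial UMIs), which kept 30515 nuclei with 63194878, 62574289, 65894316 and 59262228 UMIs in 3M-1, 3M-2, 6M-1 and 6M-2. Clustering used Seurat 5.3.0 with sctransform 0.4.2 in R 4.3.3: 3000 variable genes per library, 30 principal components, canonical correlation integration and a resolution of 0.2. The version 1 flavour of SCTransform was used, since a package needed by the newer default was missing. Genes needed a UMI in at least 10 nuclei. Left out of the clustering features were 21 genes, among them Trem2, P2ry12, Hif1a, Ifit3, Itgax, Cst7, Plau, Plaur, Serpine2, Gap43, C1qa, Slc17a7, Gad1, St18, Vcan, Gfap, Gclc, Mrc1 and Rbfox3. A cluster was named from lists of cell type markers fixed before the data were examined, where at least 3 of them were among its 50 leading genes, and was otherwise left unnamed. The DAM and IRM lists include genes of the paper's heatmap, which the study chose on these libraries. No deposited annotation of nuclei was used, so a difference from the paper can also come from the rebuilt names.

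Microglia-like clusters were clustered again in 2 rounds. After the first, subclusters with more than 4 times the median CPM of St18, Rbfox3 or Mrc1 were left out. The resolution was raised from 0.2 in steps of 0.1 until both a DAM-like and an IRM-like subcluster were found. Several details were settled only after the subclusters had been seen: that a subcluster with at least 75% of the highest microglial marker CPM is kept, that subclusters below this level stay unnamed, that both classes were needed to stop raising the resolution, and that an excitatory-marked cluster with more than 4 times the median Gad2 CPM stays unnamed. Results with the T-cell-led subcluster kept and left out had both been seen before the former was taken as the main setting, which is the one the rule fixed beforehand gives. Doublets were treated as the authors treated them, by leaving out the St18-rich and Rbfox3-rich subclusters. Scrublet (scanpy 1.11.5) called 3.88%, 7.51%, 8.78% and 8.64% of the nuclei of 3M-1, 3M-2, 6M-1 and 6M-2 doublets, with expected rates of 5.44%, 7.00%, 6.49% and 5.48%, and leaving these out was an alternative.

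UMIs were summed per mouse and class where a sum held at least 10 nuclei. The sums were compared with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test) and Benjamini-Hochberg adjustment over all genes tested, with a threshold of 0.05. Classes of the same mouse were compared with the mouse as a block. The ages were compared with 2 mice against 2, without a block. For the tests of age, excitatory neurons were compared cluster by cluster, because cluster 3 had more markers of another class than of its own among its 10 leading genes. For Gclc, for the marker means and for shares among excitatory nuclei, the excitatory clusters were pooled, cluster 3 included. Shares of nuclei were compared with exact permutation tests, whose smallest p is 0.333 for 2 mice against 2, and differences over 4 mice with exact sign-flip tests, whose smallest p is 0.125. Wilson intervals are at 95% and cover counting error only. Log2 ratios per mouse use a prior count of 0.5. To compare shares of nuclei with a UMI, nuclei were thinned to 1000 UMIs.

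The labels give the same batch number, 1 or 2, to the library of that number at both ages, and this is where the pairing of replicates comes from. Differences between replicates at 3 months and at 6 months were hardly correlated over genes, at −8.82e-04 in DAM-like and −0.00762 in other microglia. The correlation was lowest in excitatory clusters 1 and 3, at −0.110 and −0.125.

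Apart from genes not reported here, the text names the genes that the paper names for these data, the genes left out of the clustering, the fibrin clot genes, the sex-linked genes Xist, Ddx3y, Uty, Kdm5d and Eif2s3y, and for each test up to 5 genes in each direction with the smallest adjusted p and the same direction in every mouse (3 for cell types other than microglia). Genes that only describe a cluster, as markers or leading genes, are named outside this rule as well. Other genes named outside this rule are Ccl4, Adamts16 and Asph, which complete a count of 9. So are Asmt, Gad2, C4a and Adarb2, which were chosen after their values or positions were seen. A list of 18 T-cell genes was written after nuclei led by such genes had been seen.

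The tests were run on simulated counts with 200 genes changed. edgeR recovered 83.0% of them for DAM-like against other microglia in 4 mice (7651 genes), 59.5% in the 3-month mice alone (6842 genes), 45.0% for the interaction of class and age (8578 genes) and 48.5%, 64.5% and 65.5% for age in DAM-like microglia, other microglia and oligodendrocyte-like nuclei (6553, 9852 and 12678 genes). DESeq2 recovered 62.0%, 19.0%, 16.0%, 28.5%, 40.5% and 60.5% in the same order. False calls made up at most 5.56% of edgeR's calls. The simulated counts had a common dispersion for all genes, no differences between mice beyond depth, and classes known in advance. These shares therefore do not give the error rate in the real data, where the microglial classes were found by clustering.

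Alternatives fixed before the data were examined were log normalization for clustering, no integration, the panel genes kept in the clustering, a resolution of 0.4, Scrublet doublets left out, no subcluster left out, nuclei with at least 1000 UMIs and 500 genes, DESeq2 1.42.0, no filter on low counts, the replicate block added or removed, thinning to 500 UMIs or none, a prior count of 2, and each mouse left out in turn. Immunostaining, RNAscope and the public mouse datasets were not analysed here. Cell shapes are not recorded in the matrices, so rod-shaped and amoeboid microglia were not told apart.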

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

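The tests chosen only after their result was seen are those of Apoe within other microglia, of C4b RNA from other types, of a variant for Mid1 and Gm47283, of depth and of the shortened gene list for the nuclei led by T-cell genes, of class purity, of doublets in cluster 14, and of Col25a1, Galntl6 and Sema5b. Each age is represented by 2 mice, and the labels and the paper name no batch that follows age.

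The DAM-like difference depended on age. Under a test of the interaction of class and age, 9 of 8697 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test: Ank (interaction −1.40 on the log2 scale), Myo1e (−1.38), Kcnma1 (−0.96), Gm15283 (−1.08), Cadm1 (−0.75), Plxna4 (1.24), Ccl4 (−2.19), Adamts16 (−2.44) and Asph (−0.85). In 8 of the 9, all but Plxna4, the interaction was negative. The log2 ratio of DAM-like over other microglia lay closer to 0 at 6 months for all 9 genes except Adamts16. That of Plxna4 was −1.84, −1.66, −0.31 and −0.92 in 3M-1, 3M-2, 6M-1 and 6M-2. That of Adamts16 was 2.08, −0.11, −1.08 and −0.84, which is not a shrinkage, and only 3M-1 lay above 0. Gm15283 overlaps Hif1a on the opposite strand, so its counts are uncertain. With DESeq2 no gene passed (75 at an unadjusted p under 0.05), nor with the mice unpaired (315). Classes that are less pure at 6 months are a candidate explanation. Of 15 further DAM markers that the study did not show, 13 had a value, and their median interaction was −0.63, with 12 of the 13 below 0. Of these 13, Supplemental Data 2 lists 9, which were found in the 3-month libraries, and the median of the other 4 was −0.12. Genes lower in DAM-like microglia shrank as well, to 0.753 of their 3-month log2 ratio by the median, against 0.722 for the higher genes. Less pure classes would shrink both sets, so this explanation stays open beside an effect of age, which was not tested apart from it. The genes of Supplemental Data 2 that changed with age in other microglia all rose, which either explanation allows.

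Apoe (ENSMUSG00000002985), which the paper does not discuss for these data, was higher at 6 months in both microglial classes. In DAM-like microglia its level was 318, 732, 2607 and 2053 CPM in 3M-1, 3M-2, 6M-1 and 6M-2 (log2 fold change 2.23, adjusted p = 1.04e-07 from edgeR's quasi-likelihood test). In other microglia it was 133, 227, 1005 and 856 CPM (2.39, adjusted p = 3.84e-09). The highest adjusted p over the alternatives was 0.340 in DAM-like and 0.0341 in other microglia. A larger DAM-like class at 6 months does not account for it, since the rise of 2.39 was found outside that class. RNA from other cells is argued against, as the rise in oligodendrocyte-like nuclei was 28.4% of that in other microglia, and the rise in inhibitory neuron-like nuclei was smaller. The batch number of the labels is balanced over age, so the fit with it as a replicate block (adjusted p = 4.71e-27 in other microglia) has no bearing on the cause, here and for the genes below. An effect of age stays open, as untested.

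C4b (ENSMUSG00000073418) was higher at 6 months in oligodendrocyte-like nuclei, at 28.7, 18.5, 262 and 343 CPM (log2 fold change 3.61, adjusted p = 0.00628 from edgeR's quasi-likelihood test; 3.39 to 3.63 over the alternatives, the highest adjusted p being 0.0137). The paper does not report on these nuclei. The rise in OPC-like nuclei, the largest among OPC-like, inhibitory neuron-like and other microglial nuclei, was 8.98% of that in oligodendrocyte-like nuclei, which argues against free RNA. The adjusted p was 6.73e-33 with the batch number as a block. The lowest 6-month level was 9.15 times the highest 3-month level, while the libraries held 59262228 to 65894316 UMIs. Reads shared with its paralog C4a were not excluded, although C4a was at 0.997 CPM or less in these nuclei. Of the explanations tested, free RNA and depth are argued against by these values, and an effect of age stays open.

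Mid1 and Gm47283, both at the ends of the sex chromosomes, were lower at 6 months in other microglia, by log2 fold changes of −1.97 (adjusted p = 4.10e-05 from edgeR's quasi-likelihood test) and −1.28 (adjusted p = 4.10e-05). Their highest adjusted p over the alternatives was 0.103 and 0.167. The sex of the mice does not explain either, since Xist and the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y differed between the ages by at most 0.06 on the log2 scale (0.0566). All libraries had 1726 to 1909 CPM of Xist and at most 0.236 CPM of the Y-linked genes. Gm47283 was lower at 6 months in 5 of 5 other cell types, by a median of −0.88, which is consistent with a variant or a copy number carried by the 6-month mice. Gm21860, next to it on the Y chromosome, went the other way (log2 difference 4.47 over all nuclei) and Asmt did not move (−0.00). For Mid1 the median over other types was −0.12, with 0 of 5 types lower in both 6-month mice, which argues against a variant that acts in all cells. A change of Mid1 in microglia with age remains possible and was not tested further.

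In the first round of subclustering, 15 microglia-like nuclei formed a subcluster with Ikzf3, Gimap4, Gimap3 and Themis among its leading genes, with 0 from the 3-month and 7 and 8 from the 6-month libraries. A count of 0 allows up to 0.0441% of the nuclei of 3M-1 and 0.0343% of those of 3M-2. Doublets are argued against by a median depth that was 0.688 of that of microglia, which does not bear on free RNA. Of the 18 T-cell genes listed, neurons also express 6 at 1 CPM or more. Nuclei with at least 3 of the 18 genes were 0.579 times as frequent at 3 as at 6 months without any clustering, but most were neurons, so that count leaves open what the clustering contributed. With the other 12 genes, 8 nuclei of 6 months and 0 of 3 months had at least 3, of which 6 were in the subcluster. Whether they are T cells of the 6-month cortex stays open.

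Neat1 (ENSMUSG00000092274) was higher at 6 months in excitatory clusters 14 and 2, which the paper does not analyse, by log2 fold changes of 4.08 (adjusted p = 0.00618 from edgeR's quasi-likelihood test; highest over the alternatives 0.00553) and 2.63 (adjusted p = 0.00881; highest 0.759). In cluster 14 its level was 1.26, 8.41, 97.6 and 77.7 CPM, and in cluster 2 it was 5.51, 5.51, 34.4 and 32.8 CPM. St18, an oligodendrocyte gene, rose in cluster 2 as well (log2 fold change 3.02). Doublets with oligodendrocytes are a possible source. The CPM of the oligodendrocyte markers in cluster 2 was 1.63 times as high at 6 months, and 1.06 times once the 5% of nuclei richest in them were left out. In cluster 14 it was 4.18 times as high and stayed at 3.67 times, from few UMIs, so doublets and a change in the nuclei cannot be told apart there. Free RNA from oligodendrocytes stays open as well. The ratio was 1.56 in inhibitory neuron-like, 1.66 in astrocyte-like and 1.2 in OPC-like nuclei. It was 1.01 in other microglia, where a baseline of 1479 to 1530 CPM could hide a small share. Neat1 was also higher at 6 months in other microglia (log2 fold change 0.98, adjusted p = 0.0247 from edgeR's quasi-likelihood test). That rise came without a visible rise of the oligodendrocyte markers, which does not settle the source in clusters 14 and 2.

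Col25a1 (ENSMUSG00000058897) was higher at 6 months in astrocyte-like nuclei, at 39.7, 20.7, 517 and 407 CPM (log2 fold change 3.89, adjusted p = 0.008 from edgeR's quasi-likelihood test, 0.0538 at most over the alternatives). The adjusted p was 3.68e-09 with the batch number as a block. Neurons among these nuclei are argued against. Inhibitory neuron-like nuclei were the richest neuronal source, at 274 CPM, less than the astrocyte-like nuclei at 6 months, and the inhibitory markers rose by 2.41% of what such a source would need. A change with age in these nuclei stays open.

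Galntl6 (ENSMUSG00000096914) was higher at 6 months in excitatory cluster 17 (50.3, 43.1, 253 and 191 CPM, log2 fold change 2.23, adjusted p = 0.00372 from edgeR's quasi-likelihood test, 0.801 at most over the alternatives). It was also higher in OPC-like nuclei (231, 222, 528 and 501 CPM, 1.2, adjusted p = 0.0216, 0.389 at most). As a block, the batch number gave adjusted p of 1.94e-13 and 0.0216. Inhibitory neuron-like nuclei had 5249 CPM at 6 months, so a small admixture of their RNA could raise the level. In OPC-like nuclei the inhibitory markers of low baseline rose by 20.3% of what this needs, which argues against it as the full source there. In cluster 17 they rose by 64.2% of it, so RNA of inhibitory neurons remains a candidate source there. Galntl6 was also higher at 6 months in other microglia (log2 fold change 1.11, adjusted p = 0.0247 from edgeR's quasi-likelihood test). An inhibitory marker rose there too (2.09, adjusted p = 0.0259), so RNA of inhibitory neurons stays open for that class, where its share was not tested. An effect of age was not tested in any of these classes.

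Sema5b (ENSMUSG00000052133) was lower at 6 months in excitatory cluster 7, at 48.1, 44.8, 10.9 and 11.5 CPM (log2 fold change −2.06, adjusted p = 0.0326 from edgeR's quasi-likelihood test; −2.09 to −1.99 over the alternatives, with adjusted p from 2.32e-08 to 0.376). As a block, the batch number gave an adjusted p of 0.0222. No other technical explanation was tested, and an effect of age stays open.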

How the results depend on the processing

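The replicate block crossed between the ages, log normalization together with no integration, and the removal of the T-cell-led subcluster were chosen only after the results had been seen. The other alternatives were fixed before the data were examined.

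Hif1a, Plau, Plaur, Itgax and Serpine2 in DAM-like microglia and Ifit3 in IRM-like microglia kept their direction and their side of the threshold under each alternative fixed beforehand that gave a value. Their log2 fold changes ranged from 1.67 to 2.09, 1.96 to 3.13, 1.30 to 1.94, 2.27 to 3.6, 0.92 to 1.60 and 4.21 to 5.21. With nuclei of at least 1000 UMIs and 500 genes, and with log normalization and no integration, Plau had too few UMIs for a value, as had Gap43 with the T-cell-led subcluster left out. Among genes named singly, 56 other values changed: 50 became weaker and 6 moved.

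For the causes of the changes that follow, unless one is given, the cause was not tested. With DESeq2, the genes that differed between DAM-like and other microglia fell to 457, those changed with age in DAM-like microglia to 2 and in other microglia to 15, and the interaction to 0 (75 at an unadjusted p under 0.05). The genes of Supplemental Data 2 called in 3-month mice fell to 58. Genes changed with age by cell type numbered 19 in astrocyte-like, 19 in inhibitory neuron-like and 114 in oligodendrocyte-like nuclei, and 9, 1, 5, 52, 197, 40 and 17 in excitatory clusters 1, 12, 13, 2, 3, 6 and 7.

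Without a filter on low counts, age changed 36 genes in DAM-like and 138 in other microglia, and 17 passed for the interaction. By cell type there were 189 genes in astrocyte-like, 537 in oligodendrocyte-like and 49 in OPC-like nuclei, and 61, 95, 140, 40, 278, 629, 170 and 0 (1112 at an unadjusted p under 0.05) in clusters 1, 13, 14, 17, 2, 3, 6 and 7. Gclc between excitatory and inhibitory neurons, which was far from the threshold (adjusted p from 0.301 to 0.930 over the alternatives), reversed to 0.0119. Its log2 fold change ranged from −0.0802 to 0.0174 across the fits that each left out 1 mouse, and it reversed to 0.0174 without 3M-2 and to 0.00819 without 6M-2.

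With the batch number of the labels as a replicate block, age changed 33 genes in DAM-like and 147 in other microglia, 140 in astrocyte-like and 450 in oligodendrocyte-like nuclei, and 12, 19, 81, 8, 40, 65, 12, 56 and 2 in clusters 1, 13, 14, 15, 17, 2, 3, 6 and 7. The block changed no other call. With the mice unpaired in place of the mouse as a block, 504 genes differed between DAM-like and other microglia, 125 of Supplemental Data 2 were called, and 0 passed for the interaction (315 at an unadjusted p under 0.05). With the replicate block crossed, 9 genes were called in cluster 1 and 124 in cluster 3.

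With no subcluster left out, 3140 genes differed between DAM-like and other microglia, 1 changed with age in other microglia and 31 passed for the interaction. Trem2 passed the threshold at a log2 fold change of 0.93 (adjusted p = 7.59e-06 from edgeR; from 7.59e-06 to 0.494 over its alternatives) and Gap43 at −1.49 (6.23e-05; to 0.957), while P2ry12 no longer did at −0.0336 (0.883; from 3.17e-14). Cst7 had a mean log2 ratio of 2.09. These classes include the nuclei rich in Rbfox3 and St18.

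With log normalization for clustering, age changed 28 genes in DAM-like and 56 in other microglia, 0 in astrocyte-like nuclei (528 at an unadjusted p under 0.05), 6 in oligodendrocyte-like and 1 in OPC-like nuclei, and 8, 24, 0 (584), 0 (1002) and 0 (1013) in clusters 13, 14, 17, 2 and 7. The differences in share between the ages were 0.696, −0.0279 and −0.196 points for clusters 13, 15 and 3. Without integration, age changed 8 genes in DAM-like microglia, 1 in astrocyte-like nuclei, 32 in cluster 14 and 0 in cluster 2 (910 at an unadjusted p under 0.05), and 18 passed for the interaction. The shares of clusters 11, 13 and 3 differed by −0.935, 0.166 and −3.54 points. With the panel genes kept in the clustering, the counts were 9 with age in DAM-like microglia and 25 for the interaction, which was 28 at a resolution of 0.4.

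With Scrublet's doublets left out, age changed 60 genes in other microglia, 140 in astrocyte-like, 14 in oligodendrocyte-like and 1 in OPC-like nuclei, 1 in cluster 2, and 0 in clusters 17 and 7 (532 and 890 at an unadjusted p under 0.05). The interaction gave 18, and the share of inhibitory neuron-like nuclei differed by 1.05 points. With nuclei of at least 1000 UMIs and 500 genes, age changed 4 genes in DAM-like microglia, 28 in cluster 14, 5 in cluster 2 and 0 in astrocyte-like nuclei (298 at an unadjusted p under 0.05), and the interaction gave 15. The shares of astrocyte-like nuclei, cluster 11 and inhibitory neuron-like nuclei differed by −0.263, −0.763 and 1.60 points. Without thinning, the share of microglia with a UMI of a DAM marker differed by 8.98 points between the ages.

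Of the settings added later, leaving out the T-cell-led subcluster gave 44 genes with age in other microglia, 1 for the interaction, a DAM-like share that differed by −1.10 points between the ages (11.6%, 9.73%, 11.0% and 8.14% by library), and a difference of 1.63 between the log2 ratios of Plau and Plaur. Log normalization with no integration gave 4 and 8 genes with age in DAM-like and other microglia, 44 for the interaction and a DAM-like share higher by 25.8 points. The direction and size of the DAM-like share between the ages thus depended on the clustering.

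Across the 4 fits that each left out 1 mouse, 705 to 853 genes differed between DAM-like and other microglia. The depth limits the rare transcripts most: Plau rested on 60 UMIs in DAM-like microglia, and the filter on low counts left Cst7 out of the fit.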

Differences from the paper's values

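Values of the paper are those of Supplemental Data 2 unless stated, as average log2 fold changes and shares of nuclei with a UMI, between DAM-like and other microglia at 3 months. They were recomputed in the same form over the rebuilt classes. A fold change was said to differ where the gap exceeded 1 SD between the 2 mice, and a share where it also exceeded 1.5-fold. Of 6 genes compared, the average log2 fold change differed for 4 and the share in other microglia for 1. An SD of 2 mice is rough, so this sorting is not one by size of gap. Cst7, at 1.59 against the paper's 2.40, did not count (SD 0.912), though its gap was larger than that of Hif1a.

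For Hif1a the average log2 fold change was 2.54 against the paper's 2.69. Among the alternatives set before the data were examined, only nuclei with at least 1000 UMIs and 500 genes brought it within 1 SD between the 2 mice (2.44), with an SD of 0.314 in place of 0.0733. Log normalization (2.39), no integration (2.38), the panel genes kept (2.44), a resolution of 0.4 (2.55), Scrublet doublets left out (2.58) and no subcluster left out (2.29) did not.

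For Itgax it was 5.78 against the paper's 4.16. Other microglia had 1 UMI of Itgax in 3M-1 and 0 in 3M-2, so 5.78 rests on 1 UMI and is not a reliable estimate, and the same holds for the share below. The gap closed with no integration (4.49), the panel genes kept (4.62), Scrublet doublets left out (4.67), no subcluster left out (4.96) and nuclei with at least 1000 UMIs and 500 genes (4.37). It stayed with log normalization (5.07) and a resolution of 0.4 (5.73). The share of other microglia with a UMI of Itgax was 0.159% against the paper's 0.6%. The same 5 alternatives closed this gap, with 0.485%, 0.480%, 0.473%, 0.832% and 0.581%, and log normalization (0.320%) and a resolution of 0.4 (0.161%) did not.

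For Plaur it was 2.12 against the paper's 2.33. Only nuclei with at least 1000 UMIs and 500 genes closed the gap (2.24), with an SD of 0.213 in place of 0.135. Log normalization (2.03), no integration (1.86), the panel genes kept (1.98), a resolution of 0.4 (2.15), Scrublet doublets left out (1.74) and no subcluster left out (2.05) did not.

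For Serpine2 it was 1.41 against the paper's 2.18. None of the alternatives set before the data were examined closed the gap with log normalization (1.56), no integration (1.82), the panel genes kept (1.66), a resolution of 0.4 (1.48), Scrublet doublets left out (1.5), no subcluster left out (1.7) or nuclei with at least 1000 UMIs and 500 genes (1.56).

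The paper states that the 6-month samples hold a larger population of amoeboid, DAM-like microglia. By number, the DAM-like nuclei here were 116 and 80 at 3 months and 229 and 139 at 6 months, which is the paper's direction. What was tested here is another measure, the share of the microglia. It differed by 5.45 percentage points with an exact permutation p of 0.667, where 0.333 is the smallest p possible. Both 6-month libraries lay above both 3-month libraries without integration and at a resolution of 0.4, and the difference was 25.8 points with log normalization and no integration, a setting chosen after seeing the values.

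The paper chose Plau for expression more restricted to the DAM-like class than that of Plaur. The difference in log2 ratio was 0.62, with the opposite order in 1 of 4 mice (exact sign-flip p = 0.25). The paper also speaks of co-expression of Plau and Plaur, and 5 DAM-like nuclei had a UMI of both after thinning.

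The paper ranks dissolution of fibrin clot as the most significant pathway. In the paper's own table it ranks 1 by odds ratio and combined score and 6 by adjusted p.

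Supplemental Fig. 5A, drawn by the authors without integration, shows subcluster 3 almost only in 3M-1, read by eye. In the rebuilt subclusters 1 library took at most 40.3% of a subcluster of at least 50 nuclei without integration. It took up to 52.6% with log normalization and no integration, a setting chosen after seeing the values.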

Other observations

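The tests of the excitatory clusters were chosen only after their shares were seen. The exchange of classes within mice was planned.

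Exchanging the DAM-like and other class within mice gives 8 splits. The real one, with 1001 genes, was the only 1 of the 8 with as many, and the other splits gave 0 genes each at an adjusted p under 0.05. With 8 splits, the share cannot fall below 0.05. The classes were found from these nuclei, so the count does not test whether they exist.

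The paper does not report genes that changed with age. In edgeR's quasi-likelihood test at an adjusted p under 0.05, 15 of 6578 genes changed in DAM-like microglia (8 higher and 7 lower at 6 months) and 91 of 9913 in other microglia (61 higher and 30 lower). Both counts include 8 genes that changed in both classes, all 8 in the same direction. Besides Apoe, the genes highest on the list in DAM-like microglia were Trpc4, Flt1, Trps1 and Cntnap2 (higher) and Gm47283, Mid1, Sdk1, Baiap2l2 and Fam102b (lower). In other microglia they were Myo5a, St8sia6, Ctse and Ildr2 (higher) and Gm31243, Bank1 and Nhs (lower). The genes of Supplemental Data 2 that passed in other microglia were all higher at 6 months. Among them were Igf1 (log2 fold change 2.81, adjusted p = 0.00491 from the same test) and Itgax (4.15, adjusted p = 0.0255). Itgax had hardly any UMIs there at 3 months. DAM-like genes thus rose outside the DAM-like class as well. That a gene passed in only 1 of the classes does not show that the classes differ.

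By cell type, 3 genes changed in oligodendrocyte-like nuclei (C4b, Bcl3 and Gpc6), 2 in astrocyte-like nuclei (Col25a1 and Fbxl7) and 2 in OPC-like nuclei (Galntl6 and Gm21860). In excitatory clusters 14, 17, 2 and 7 there were 15, 2, 17 and 1. Those named by the rule included Neat1, Dock10 and Gm47283 in cluster 14, Galntl6 and St18 in cluster 17, Neat1, St18, Gm21860 and Zrsr1 in cluster 2, and Sema5b in cluster 7. None passed in inhibitory neuron-like nuclei (873 at an unadjusted p under 0.05) or in clusters 1, 12, 13, 15, 3 and 6 (597, 528, 794, 452, 1673 and 958). These counts come from the model without a block. Once the batch number of the labels was a block, 12, 19, 8, 12 and 56 genes passed in clusters 1, 13, 15, 3 and 6, and 450 and 140 in oligodendrocyte-like and astrocyte-like nuclei.

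Microglia-like clusters, before any subcluster was left out, made up 7.69%, 5.62%, 10.3% and 10.0% of the nuclei of 3M-1, 3M-2, 6M-1 and 6M-2, a difference of 3.50 percentage points between the ages. Oligodendrocyte-like nuclei made up 12.8%, 10.2%, 18.6% and 17.5%, a difference of 6.55 points. For both, the exact permutation p was 0.333, the smallest that 2 mice against 2 allow. Shares sum to 100% within a library, so a rise in these types and a fall in neurons were not separated.

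Excitatory clusters 6 and 12 were rarer at 6 months. Cluster 6 made up 15.3% and 19.2% of the excitatory neuron-like nuclei at 3 months and 10.3% and 8.85% at 6 months, and cluster 12 made up 6.85%, 6.04%, 1.33% and 3.20%. A lower share of excitatory nuclei in general does not account for this, as the highest 6-month share was 0.674 of the lowest 3-month share or less in either cluster, among excitatory nuclei alone. A difference in the tissue dissected could also cause it. Of clusters 9 and 11, whose leading genes include Penk and Gabra6, 1 parted the ages. Cluster 9 made up 6.13%, 3.63%, 5.83% and 0.598% of all nuclei, and cluster 11 made up 2.94%, 3.68%, 1.07% and 1.94%. Dissection and neuronal loss with age cannot be told apart from these values.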
